# A Genome-Wide Investigation of MicroRNA Expression Identifies Biologically-Meaningful MicroRNAs That Distinguish between High-Risk and Low-Risk Intraductal Papillary Mucinous Neoplasms of the Pancreas

**DOI:** 10.1371/journal.pone.0116869

**Published:** 2015-01-21

**Authors:** Jennifer Permuth-Wey, Y. Ann Chen, Kate Fisher, Susan McCarthy, Xiaotao Qu, Mark C. Lloyd, Agnieszka Kasprzak, Michelle Fournier, Vonetta L. Williams, Kavita M. Ghia, Sean J. Yoder, Laura Hall, Christina Georgeades, Funmilayo Olaoye, Kazim Husain, Gregory M. Springett, Dung-Tsa Chen, Timothy Yeatman, Barbara Ann Centeno, Jason Klapman, Domenico Coppola, Mokenge Malafa

## Abstract

**Background:**

Intraductal papillary mucinous neoplasms (IPMNs) are pancreatic ductal adenocarcinoma (PDAC) precursors. Differentiating between high-risk IPMNs that warrant surgical resection and low-risk IPMNs that can be monitored is a significant clinical problem, and we sought to discover a panel of mi(cro)RNAs that accurately classify IPMN risk status.

**Methodology/Principal Findings:**

In a discovery phase, genome-wide miRNA expression profiling was performed on 28 surgically-resected, pathologically-confirmed IPMNs (19 high-risk, 9 low-risk) using Taqman MicroRNA Arrays. A validation phase was performed in 21 independent IPMNs (13 high-risk, 8 low-risk). We also explored associations between miRNA expression level and various clinical and pathological factors and examined genes and pathways regulated by the identified miRNAs by integrating data from bioinformatic analyses and microarray analysis of miRNA gene targets. Six miRNAs (miR-100, miR-99b, miR-99a, miR-342-3p, miR-126, miR-130a) were down-regulated in high-risk versus low-risk IPMNs and distinguished between groups (*P*<10^−3^, area underneath the curve (AUC) = 87%). The same trend was observed in the validation phase (AUC = 74%). Low miR-99b expression was associated with main pancreatic duct involvement (*P* = 0.021), and serum albumin levels were positively correlated with miR-99a (r = 0.52, *P* = 0.004) and miR-100 expression (r = 0.49, *P* = 0.008). Literature, validated miRNA:target gene interactions, and pathway enrichment analysis supported the candidate miRNAs as tumor suppressors and regulators of PDAC development. Microarray analysis revealed that oncogenic targets of miR-130a (*ATG2B, MEOX2*), miR-342-3p (*DNMT1*), and miR-126 (*IRS-1*) were up-regulated in high- versus low-risk IPMNs (*P*<0.10).

**Conclusions:**

This pilot study highlights miRNAs that may aid in preoperative risk stratification of IPMNs and provides novel insights into miRNA-mediated progression to pancreatic malignancy. The miRNAs identified here and in other recent investigations warrant evaluation in biofluids in a well-powered prospective cohort of individuals newly-diagnosed with IPMNs and other pancreatic cysts and those at increased genetic risk for these lesions.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is the fourth leading cause of cancer mortality in the United States, claiming the lives of nearly 40,000 individuals each year [1]. Surgical resection offers the best chance for improved survival, but 80–85% of cases are unresectable at diagnosis [1]. These statistics underscore the urgent need to develop strategies to detect PDAC at an early, operable stage. It is established that PDAC does not arise *de novo*, but instead marks the end of progression from one of three types of non-invasive precursor lesions arising within pancreatic ducts: pancreatic intraepithelial neoplasia (PanIN), mucinous cystic neoplasms (MCNs), and intraductal papillary mucinous neoplasms (IPMNs) [2]. While PanINs are microscopic lesions in ducts < 5 mm in diameter, MCNs and IPMNs are macroscopic mucinous cysts accounting for over half of the estimated 150,000 asymptomatic pancreatic cysts detected incidentally in the general population each year due to increased computed tomography and magnetic resonance imaging [3,4]. IPMNs have also been detected among those at high genetic risk for PDAC [5,6]. Although improvements in imaging, cytology, and molecular studies have enabled proper classification and management of some benign non-neoplastic pancreatic cysts, mucinous cysts such as IPMNs are challenging to manage due to the inability to accurately predict which lesions can be monitored, which are likely to progress to invasion, and which may have an associated invasive component [7]. Since data highlight a two-decade window of opportunity for early detection efforts in PDAC [8], IPMNs represent prime targets for early detection and prevention of progression to invasive, fatal disease.

IPMNs present within the main pancreatic duct (MD-IPMN), side branch ducts (BD-IPMN), or both (mixed-IPMN), and are further classified based on the degree of dysplasia which ranges from adenoma (low-grade dysplasia, LG) and borderline (moderate-grade dysplasia, MG) to carcinoma in situ (high-grade dysplasia, HG) and invasive carcinoma [2] (S1 Fig.). MD-IPMNs are associated with a higher grade and faster growth compared to BD-IPMNs, with the 5-year risk of developing HG or invasive disease from an adenoma to be ~ 63% for MD-IPMNs and 15% for BD-IPMNs [9]. Other predictors of malignant potential include main duct dilation (≥5mm), mural nodules, cyst size (≥3 cm), and symptoms such as jaundice and abdominal pain [3,10]. Consensus guidelines [10] recommend resection for surgically-fit patients with MD-IPMNs and careful observation for asymptomatic BD-IPMNs measuring <3 cm in the absence of mural nodules, main-duct dilation, or positive cytology. However, these guidelines do not reliably predict the degree of dysplasia pre-operatively [11–14]. To date, the only way to treat IPMNs and accurately identify the grade of dysplasia is through surgical resection and pathological evaluation, but risks of morbidity (ie. long-term diabetes) and mortality associated with a Whipple procedure or a distal or total pancreatectomy may outweigh the benefits, especially for patients with low-grade disease [15]. Alternatively, taking a ‘watch and wait’ approach could lead to a missed opportunity to cure a patient with occult invasive disease [15].

Although many DNA-, RNA- and protein-based markers are under investigation as markers of early pancreatic neoplasia, most require further validation [16]. MicroRNAs (miRNAs) are small non-coding RNAs that regulate thousands of protein-coding genes by binding to the 3’ untranslated region of the targeted messenger RNA (mRNA) [17]. Their ability to regulate (and serve as) tumor suppressors and oncogenes [17], their remarkable stability in formalin-fixed paraffin-embedded (FFPE) tissue [18] and biofluids [19], and their altered expression in PDACs compared to normal pancreas tissue [20] makes miRNAs excellent candidate biomarkers of early progression to pancreatic malignancy. Indeed, early studies of small numbers of miRNAs in tumor versus normal tissue supported a role for altered miRNA expression in PanINs [21] and IPMNs [22]. Since more than 1,000 miRNAs exist [23], several recent studies [24,25] have conducted focused investigations of genome-wide miRNA expression in IPMN tissue. Matthaei et al [24] profiled archived tissue and cyst fluid from patients with IPMNs and other pancreatic lesions and identified 9 miRNAs (miR-24, miR-18a, miR-30a-3p, miR-92a, miR-106b, miR-342-3p, miR-99b, miR-142-3p, miR-532-3p) that predicted cyst pathology with a sensitivity of 89% and a specificity of 100%, whereas Lubezky et al [25] highlighted four different miRNAs (miR-217, miR-21, miR-708, miR-155). While these studies [24,25] were underway, we also conducted a pilot investigation of genome-wide miRNA expression in IPMN tissue, with the goal of discovering miRNAs that may differentiate ‘high-risk’ IPMNs (defined by pathologically-confirmed invasive disease or high-grade dysplasia without associated invasion) that require resection from ‘low-risk’ IPMNs (defined by pathologically-confirmed low- or moderate-grade dysplasia) that can be monitored. Our study is novel in that we also aimed to explore a) associations between candidate miRNA expression and selected clinical and pathologic factors and b) genes and pathways regulated by the candidate miRNAs by integrating data from bioinformatic analyses and existing microarray analysis of miRNA gene targets.

## Materials and Methods

### Study population and biospecimens

A prospectively maintained clinical database was retrospectively reviewed to identify individuals who underwent pancreatic resection for an IPMN between 1999 and 2011 at Moffitt Cancer Center and Research Institute (Moffitt) and had provided written consent for tissue to be donated for research through several protocols approved by the Institutional Review Board (IRB) of the University of South Florida, including Total Cancer Care (http://moffitt.org/patient-services/total-cancer-care/research) [26]. IRB approval was also specifically granted for the research described herein (IRB# Pro4971). A pathologist with expertise in PDAC and IPMN pathology (DC) used hematoxylin and eosin (H&E) stained slides from selected blocks to histologically confirm the diagnosis and degree of dysplasia using World Health Organization guidelines [27], and consulted with another pancreatic pathologist (BC) as needed. The final diagnosis represented the most severe grade of dysplasia observed in the neoplastic epithelium of each resected lesion, and multiple representative areas of the corresponding grade were electronically marked on the H&Es. Examples of grades of IPMN dysplasia are shown in S1 Fig.

Laser capture microdissection (LCM) and RNA isolation

Under RNAse-free conditions, four 8-micron sections were cut from the FFPE block corresponding to each respective H&E. Sections were placed in a water bath, mounted on uncharged and uncoated glass slides, air-dried overnight, and transferred to Moffitt’s Analytic Microscopy Core for LCM. Sections were deparaffinized, hydrated, and stained using nuclease-free Histogene solution (Applied Biosystems (ABI), Austin, TX), dehydrated, and then air-dried before placement in an Autopix LCM instrument (Arcturus, Molecular Devices, Sunnyvale, CA). Locations of dysplasia were verified using the marked electronic images. Cells of interest were captured from each section using Macro LCM Caps (Arcturus CapSure, #09F10A). Caps of cells from each case were pooled and 50 uL of lysis buffer was added to stop RNA degradation. Qiagen’s miRNeasy FFPE Isolation Kit was used for total RNA isolation, which included isolation of small non-coding RNAs, according to the manufacturer’s procedures. RNA quantity and quality was assessed by Optical Density (OD) at 260 and 280 nm using a Nanodrop spectrophotometer. When RNA quantity was insufficient, additional tissue sections were processed. If RNA quality was poor, an ethanol precipitation was performed.

### High-throughput miRNA expression analysis

In our discovery phase we conducted genome-wide miRNA profiling using Taqman MicroRNA Arrays, also known as Taqman Low Density Array (TLDA) ‘Pool A’ Card version 3.0, due to their established use for miRNA expression analysis in FFPE tissue [28,29]. This 384-microfluidic array was designed to perform quantitative reverse transcriptase (qRT-PCR) reactions simultaneously (Applied Biosystems, Austin, TX, USA) on 378 mature miRNAs (and 6 endogenous controls) that tend to be functionally defined. Using 20 nanograms (ng) of total RNA as input, cDNA was synthesized with highly multiplexed Megaplex RT primers, pre-amplified with Megaplex PreAmp Primers, mixed with TaqMan Universal PCR Master Mix (Applied Biosystems), and loaded onto TLDA cards for expression analysis.

### Individual qRT-PCR validation of miRNA candidates

The most deregulated miRNAs were evaluated in an independent set of 21 IPMNs (13 high-risk and 8 low-risk) as part of a validation phase. Total RNA was isolated from microdissected cells, and singleplex qRT-PCR assays were performed using 10 ng total RNA per reaction using pre-designed Taqman MicroRNA Assays (Applied Biosystems, Foster City, CA). The expression level of the most stable and abundantly expressed endogenous control from the discovery phase (RNU44) was used for normalization. All assays were carried out in triplicate to ensure reproducibility. Positive and no-template control (nuclease free water) samples were used to evaluate reagent performance and contamination. PCR was run on the 7900HT instrument according to the manufacturer’s instructions. For each sample, the threshold cycle (Ct) was calculated by the ABI Sequence Detection software v2.3.

### Statistical Analyses

Descriptive statistics were determined using frequencies and percents for categorical variables and means and standard deviations (SD) for continuous variables. The distributions of covariates were compared across the low- versus high-risk IPMN groups using t-tests for continuous variables and Chi-squared or Fisher’s exact tests for categorical variables, as appropriate. Relative miRNA expression levels were calculated using a method similar to the comparative Ct (2^−∆∆CT^) method [30]. Briefly, ∆CT was calculated for each miRNA so that each miRNA was first normalized to the most stably expressed endogenous control, RNU44 (∆CT = CT -RNU44). 

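The stability of the endogenous controls was examined in the raw threshold cycles (Ct) of the discovery phase. A Ct is the PCR cycle at which the signal of an assay passes its threshold, so a later Ct means less RNA. RNU44 had a Ct of 21.8 ± 1.81 (SD, n = 19) in high-risk IPMNs and 21.9 ± 2.04 (SD, n = 9) in low-risk IPMNs (exact two-sided rank-sum p = 0.735). RNU48, for which 2 high-risk samples had no Ct, was at 19.1 ± 1.76 (SD, n = 17) and 19.0 ± 1.40 (SD, n = 9; exact p = 0.634). U6 snRNA, the mean of up to 4 wells, was at 17.8 ± 3.73 (SD, n = 19) and 16.3 ± 1.28 (SD, n = 9; exact p = 0.285). Each control was then set against the mean Ct of the 81 miRNAs detected in all samples. The SD of this difference over the samples with a Ct was 1.25 cycles for RNU44, 1.21 for RNU48 and 2.54 for U6 snRNA. Of the 28 samples, 5 had fewer than 4 U6 wells with a Ct, and high-risk sample 10 had only 1, at a Ct of 30.0.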

Normalized CT values were further calculated as log_2_ [Max (∆CT)—∆CT]. The miRNA expression data for the discovery phase is available at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63105.

Nonparametric tests (Wilcoxon rank sum tests) were performed to compare the normalized expression levels between groups for each miRNA. False discovery rates (FDR) adjusting for multiple comparisons were estimated using q-values [31]. Correlations between expression of the most deregulated miRNAs and selected clinical and pathological factors were explored using Pearson correlations for continuous variables and ANOVA and logistic regression for categorical variables. Multivariable regression analysis was conducted to identify miRNAs associated with high-risk IPMN status independent of selected variables. To assess the accuracy and clinical utility of candidate miRNAs in differentiating between high-risk and low-risk IPMNs, receiver operating characteristic (ROC) curves were constructed using ∆CT values, with pathological diagnosis as the gold standard. Logistic regression models predicting risk status were fit using values from the discovery dataset, and ROC curves were used to predict high- versus low-risk IPMN status in the validation dataset. A *P*-value <0.05 was used as the threshold for statistically significance in most analyses. All statistical analyses were performed using Matlab version 2009b and R version 2.13.1. To visualize miRNA expression patterns, we generated heatmaps and performed unsupervised, hierarchical clustering using Matlab.

### Bioinformatic Analyses

To gain insight into mechanisms responsible for miRNA-mediated progression to pancreatic malignancy, publicly-available tools were used to identify genes and pathways controlled by the candidate miRNAs. We determined experimentally-verified mRNA targets of the most deregulated miRNAs using the miRecords [32] and TarBase [33] databases and published literature. Using identified mRNAs as candidates, a pathway enrichment analysis was conducted using Gene Ontology’s MetaCore database (www.genego.com). Pathways related to PDAC and interaction hubs (genes with more than 5 interactions) were identified and overlapped with gene targets to narrow down the number of biologically important genes.

We also conducted additional analyses to explore novel *predicted* miRNA:mRNA pairs that may be involved in the in the histological progression of IPMNs. We used the miRWalk tool [34] because it hosts predicted miRNA-target interaction information for more than 2,000 miRNAs on the complete sequence of all known genes produced by both miRWalk and 8 established miRNA-target prediction programs (Diana microT v 3, miRanda August 2010, miRDB April 2009, PICTAR March 2007, PITA Aug 2008, RNA22 May 2008, RNAhybrid v 2.1, and Targetscan 5.1).

### Microarray gene expression analysis of IPMNs

Prior to the current miRNA-based investigation, under an IRB-approved protocol [26] frozen tumor tissue from patients treated at Moffitt was previously arrayed on Affymetrix HuRSTA-2a520709 GeneChips (Affymetrix, Santa Clara, CA) which contained ~60,000 probe sets representing ~25,037 unique genes (Affymetrix HuRSTA-2a520709, GEO: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL10379). Of distinct solid tumors that were arrayed, 23 represented surgically-resected, pathologically-confirmed IPMNs (17 invasive and 6 non-invasive (1 low-grade, 1 moderate-grade, 4 high-grade)). For the 23 IPMNs that were arrayed, expression data for experimentally-validated and predicted gene targets of interest highlighted by bioinformatics analysis were normalized using Robust Multi-array Average and then extracted. Due to small cell counts, the high-risk group represented all invasive IPMNs and was compared to a low-risk group that included all non-invasive IPMNs. Gene expression data for the 23 IPMNs is available at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63105. Nonparametric tests (rank sum tests) were used to compare expression between groups for each target gene. FDRs were estimated using q-values [31]. Of the 23 IPMN cases with microarray data, 8 had available tissue that was evaluated as part of the current miRNA discovery (n = 2; 1 low-grade, 1 high-grade) or validation phase (n = 6; 1 moderate-grade, 3 high-grade, 2 invasive), which enabled preliminarily exploration of miRNA:target mRNA expression relationships for paired samples using Pearson correlations.

## Results

### Study Population

Of 58 IPMN cases that were pathologically evaluated, 49 contributed tissue for the discovery (n = 28) or validation phase (n = 21). In the discovery phase, 19 cases were high-risk (all high-grade without invasion) and 9 were low-risk (all low-grade). In the validation phase, 13 cases were high-risk (11 high-grade without invasion, 2 invasive) and 8 were low-risk (4 low-grade and 4 moderate-grade). Clinical and pathologic characteristics of the 32 high-risk and 17 low-risk IPMN participants are shown in Table 1. Overall, characteristics were not significantly different between the high- and low-risk groups (Table 1). Age at diagnosis was slightly older in individuals with high-risk IPMNs (69.1 years) compared to those with low-risk IPMNs (65.1 years). The predominant tumor location for 59% of the high-risk IPMNs was the pancreatic head, whereas most (65%) low-risk IPMNs occurred in the pancreatic body or tail. On endoscopic ultrasound (EUS), signs of malignant potential were observed more frequently among high-risk (72%) compared to low-risk IPMNs (47%) (*P* = 0.09). Only 40% of high-risk IPMNs were observed to be > 3 cm on EUS. High-risk IPMNs were significantly more likely to involve the main pancreatic duct upon pathological review compared to low-risk IPMNs (*P* = 7× 10^−4^). The distribution of characteristics was similar among cases in each phase.

**Table 1:** Clinical and Pathologic Characteristics of Patients with IPMNs (N = 49).

**Variable**	**Low-risk^1^ IPMNs (n = 17)**	**High-risk^2^ IPMNs (n = 32)**	***P*-value^3^**
**Age at diagnosis, mean (SD)(yrs)**	65.1 (9.6)	69.1 (9.7)	0.18
**Gender**			
**Male**	11 (65)	18 (56)	0.57
**Female**	6 (35)	14 (44)	
**Race**			
**White, Non-Hispanic**	15 (88)	29 (91)	0.79
**Other**	2 (12)	3 (9)	
**Year of Surgery**			
**1999–2005**	1 (6)	5 (16)	0.32
**2006–2011**	16 (94)	27 (84)	
**Predominant tumor location**			
**Pancreatic Head**	6 (35)	19 (59)	0.11
**Pancreatic Body or Tail**	11 (65)	13 (41)	
**Signs of malignant potential ^4^on EUS**	8 (47)	23 (72)	0.09
**Size of largest cyst on EUS ^4^**			
**<3 cm.**	14 (82)	18 (60)	0.11
**≥3 cm.**	3 (18)	12 (40)	
**Size of largest cyst^4^, mean (SD) (cm)**	2.0 (1.2)	2.5 (1.3)	0.21
**Pancreatic duct involvement ^5^**			
**Main duct or mixed**	5 (29)	25 (78)	**7 × 10^−4^**
**Side branch duct**	9 (53)	4 (13)	
**Asymptomatic**			
**Yes**	3 (18)	4 (13)	0.62
**No**	14 (82)	28 (88)	
**Personal history of chronic pancreatitis**			
**Yes**	6 (35)	16 (50)	0.32
**No**	11 (65)	16 (50)	
**Family history of pancreatic cancer**			
**Yes**	1 (6)	2 (6)	0.97
**No**	15 (88)	29 (91)	
**Ever Smoker**			
**Yes**	11 (65)	20 (63)	0.88
**No**	6 (35)	12 (38)	

Data represent counts (percentages) unless otherwise indicated. Counts may not add up to the total due to missing values, and percentages may not equal 100 due to rounding.

^1^Low-risk IPMNs are represented by 12 low-grade and 5 moderate-grade IPMNs.

^2^High-risk IPMNs are represented by 30 high-grade and 2 invasive IPMNs.

^3^P-value for differences between low- and high-risk groups using chi-squared or Fisher’s exact tests and t-tests for categorical and continuous variables, respectively. Values in bold are statistically significant (P<0.05).

^4^Signs of malignant potential on endoscopic ultrasound (EUS) include main duct (MD) involvement, MD dilation (≥5 mm), mural nodules, septation, wall thickness, or cyst size ≥3 cm.

^5^Based on pathological review post-resection.

### Biospecimen quality

Surgically-resected tissue was pathologically evaluated for 58 unique IPMNs. Tissue was not profiled for 6 cases due to an inconclusive grade of dysplasia (n = 1), sparse regions of dysplasia (n = 2), or technical issues during LCM (n = 3). Representative examples of pre- and post- microdissection images of low- and high-grade IPMNs are shown in Fig. 1A and 1B, respectively. The average total number of cells captured per case was 8,498 (range: 780–65,956), and the average total RNA recovery was 139 ng (range: 48–591 ng). The quality of RNA was appropriate for most cases as evidenced by optical density 260/280 readings in the range of 1.8–2.0. Sub-optimal RNA quantity or quality was observed for 3 additional cases, leaving 49 cases with adequate tissue for miRNA expression analyses.

**Figure 1:**
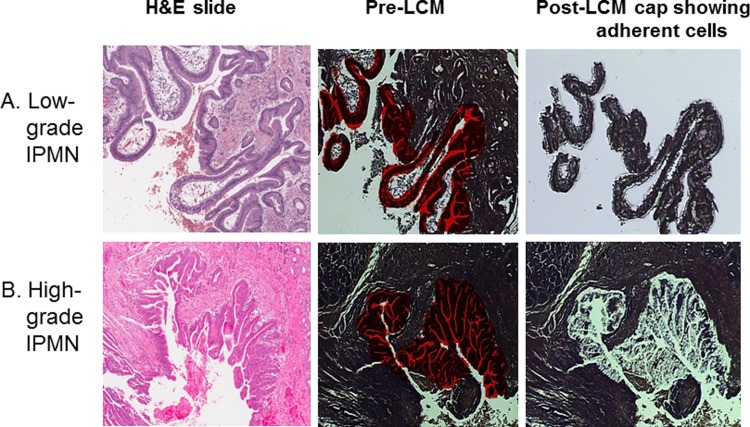
Laser capture microdissection (LCM) of epithelium from A) low- grade and B) high-grade IPMN tissue. Left Panel: Hematoxylin (H&E) stained slide (× 4). Middle Panel: H&E stained slide before LCM (× 4), with the red area representing cells of interest marked for capture. Right Panel: Cap showing adherent cells.

### miRNA expression analysis in the discovery and validation phase

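The discovery phase measured miRNA in RNA from laser-captured cells of 19 high-risk and 9 low-risk IPMNs. Each sample was run on 1 card, on which every miRNA has its own real-time PCR assay. There are no replicate cards, so the precision of a single miRNA value was not measured. The authors deposited the raw Ct of each assay and a normalized value. In all 28 samples the normalized value equals the highest miRNA Ct of the sample minus the Ct of the miRNA. A reference RNA subtracted from both terms cancels, and no further logarithm had been taken. The values are therefore in cycles on a log2 scale, and a higher value means more RNA. They depend on the latest miRNA Ct of each sample, which was 39.2 ± 0.716 (SD, n = 19) in high-risk and 39.4 ± 0.458 (SD, n = 9) in low-risk samples. A deposited comparison table gives, for 313 miRNAs, the ratio of the high-risk mean to the low-risk mean of these log2 values, which is not a fold change in RNA. The normalized values were used as deposited, and undetected assays were left out sample by sample.

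Between 198 and 258 miRNAs had a Ct in the high-risk samples, with a median of 230. In the low-risk samples the number was between 221 and 258, with a median of 238 (exact rank-sum p = 0.132). Detection in at least 14 of the 28 samples held for 236 of the 378 assays (62.4%), of which 81 had a Ct in every sample. A further 30 assays had no Ct in any sample. Of the 6489 Ct values given, 8.54% were 35 or later, and with those treated as undetected 217 miRNAs passed the same filter.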

In the discovery phase, 236 of 378 miRNAs evaluated (62.4%) were detectable in at least half of the 28 samples evaluated and were included in subsequent analyses. This percentage is comparable to other studies [24]. Thirty-five miRNA probes were significantly deregulated in high-risk versus low-risk IPMNs (rank sum *P*<0.05, S1 Table). 

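An exact two-sided rank-sum test was run for each of the 236 detectable miRNAs on the samples in which it had a Ct. An unadjusted p below 0.05 was found for 35 miRNAs, where chance alone would give 11.8 on average, and the 35 were those of S1 Table. In 6 of 100 random splits of the samples into groups of 9 and 19, the real one included, at least 35 passed. Expression was lower in high-risk IPMNs for 34 of the 35 miRNAs and higher for 1, with the deposited values. U6 snRNA as the reference moved the share that was lower most, with 12 miRNAs passing, of which 4 were lower and 8 higher. The count fell to 8 with limma on the 18 samples whose numbers occur in both groups, an alternative chosen after seeing the data. These are the low-risk samples and high-risk samples 1 to 9. The median fold decrease of the 34 miRNAs ranged from 1.85 to 63.5. The largest was that of miR-888, which had a Ct in 14 high-risk and 6 low-risk samples. The miRNA that was higher, mmu-miR-153, had a 20.6-fold higher median in 12 high-risk than in 6 low-risk samples (exact p = 0.0415).

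With the deposited values, the shift was not limited to the 35 miRNAs. The high-risk median was lower for 78.0% of the 236 miRNAs, and the median of all differences was -0.89 on the log2 scale. This share depended on the reference. It was 77.1% with RNU44, 65.3% with raw Ct and 61.0% with RNU48. With the mean of the miRNAs detected in all samples it was 50.4%, and with U6 snRNA 44.1%. Averaged over the 81 miRNAs with a Ct in every sample, the deposited value was 14.0 ± 1.29 (SD, n = 19) in high-risk and 14.8 ± 1.14 (SD, n = 9) in low-risk IPMNs (exact p = 0.0949). With this average subtracted in each sample as the reference, 29 miRNAs passed, of which 20 were lower and 9 higher. Without high-risk sample 5, 53 miRNAs passed. In the deposited order, 8 high-risk samples follow the last low-risk sample. The 11 high-risk samples before it gave 9 miRNAs against the low-risk samples, all lower, and the 8 after it gave 56, all lower. Divided by sample number, high-risk samples 1 to 9 gave 3, all lower, and samples 10 to 19 gave 80, all lower. Both comparisons were made after seeing the data.

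**Figure D1:**
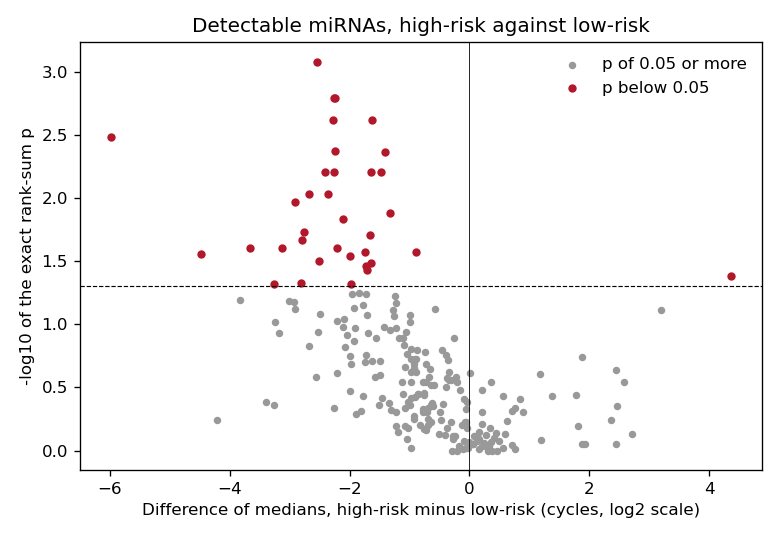
Difference of medians between high-risk and low-risk IPMNs (horizontal axis, cycles on the log2 scale, deposited values) against -log10 of the exact rank-sum p (vertical axis) for the 236 detectable miRNAs, 1 point each. The dashed line marks p = 0.05, and of the 35 miRNAs above it 34 lie to the left of 0, against 4 of 12 with U6 snRNA as the reference.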

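Separation by the 25 miRNAs with the smallest exact p, from miR-100 onward, was summarised as a score for each sample. All 25 were lower in high-risk IPMNs. Each miRNA was centred and divided by its SD over the samples, and the score was the mean over the miRNAs detected in the sample. It was -0.349 ± 0.635 (SD, n = 19) in high-risk and 0.664 ± 0.416 (SD, n = 9) in low-risk IPMNs. No test is given for this difference, since the miRNAs were chosen on the same samples for their difference between the groups. The lowest low-risk sample scored 0.134, and 3 of the 19 high-risk samples lay above it. Of these, 2 scored above the low-risk median and the highest reached 1.20. None of the low-risk samples scored below the high-risk median.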

The top deregulated miRNAs separated most low-risk from high-risk IPMNs as shown in the heatmap (Fig. 2A), though outliers existed, consistent with other studies [25]. Several outliers may be explained by focal areas of dysplasia available for sampling and/or inter-sample heterogeneity.

**Figure 2:**
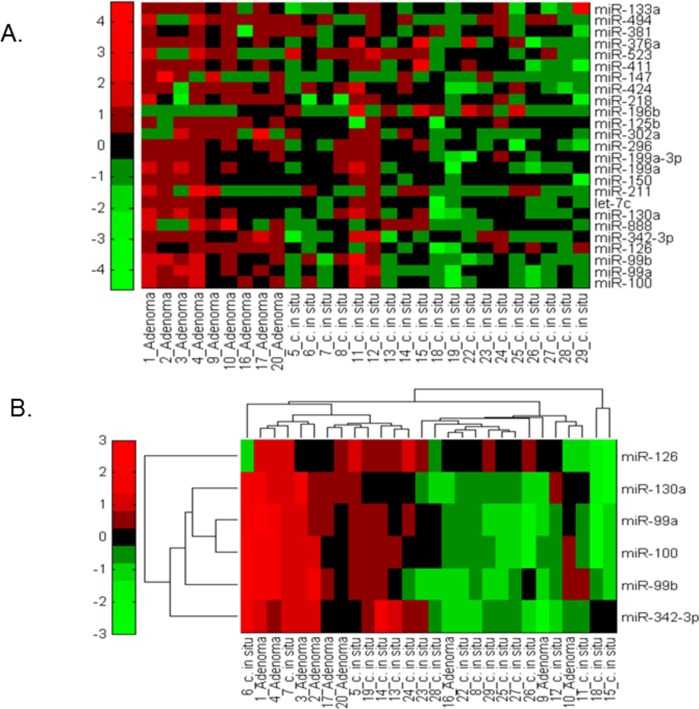
Heatmap and unsupervised hierarchical clustering of low-risk (adenoma) and high-risk (carcinoma-in-situ) IPMN samples according to the expression of the most differentially expressed miRNAs. A) The heatmap is supervised, and is ordered by the type of IPMN, and shows the expression for the 25 most deregulated miRNAs. B) Unsupervised hierarchical clustering for the 6 most differentially expressed miRNAs. Expression values for the miRNAs are represented in a matrix format, with columns representing samples and rows representing miRNAs. Low expression values are colored green, and high expression values are colored red. Colored bars indicate the range of normalized log2-based signals.

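The false discovery rate was estimated with Storey q-values from the exact p of the 236 miRNAs, with the smoother for the share of unchanged miRNAs, which was 0.775. A q-value of 0.10 or less was found for 12 miRNAs. The smallest q, 0.0884, was shared by miR-126, miR-342-3p, miR-100, miR-99a and miR-99b. The other 7, miR-888, miR-130a, let-7c, miR-150, miR-296, miR-199a and miR-199a-3p, had q = 0.0952. miR-302a had a q of 0.122 (exact p = 0.00937, 12 high-risk and 5 low-risk samples). Its median was 6.42-fold lower in high-risk IPMNs, with 11 of the 12 high-risk samples below the low-risk median. With the Benjamini-Hochberg adjustment in place of q-values, 0 miRNAs passed at 0.10 and the smallest adjusted value was 0.114, beside 35 at an unadjusted p below 0.05. The count also depended on single samples. It was 30 without high-risk sample 5, and 0 in 12 of the 28 fits that each left out 1 sample.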

Using a FDR of 10%, 13 of the 35 miRNAs (miR-100, miR-99b, miR-99a, miR-342-3p, miR-126, miR-888, miR-130a, let-7c, miR-150, miR-296, miR-199a, miR-199a-3p, and miR-302a) were significantly deregulated between the groups (S1 Table). Of these 13 miRNAs, we selected the top 6 (miR-100, miR-99b, miR-99a, miR-342-3p, miR-126, miR-130a) for further evaluation based on their statistical significance, evidence to support their biological role in pancreatic carcinogenesis, and the fact that they were detectable in all evaluated samples. 

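Each of the 6 selected miRNAs had a Ct in all 19 high-risk and all 9 low-risk samples. Among the miRNAs not selected, let-7c, miR-150, miR-296, miR-199a and miR-199a-3p were each missing in 1 high-risk sample, and miR-888 had a Ct in 14 high-risk and 6 low-risk samples. The mean Ct of the 6 in the high-risk samples ran from 23.6 for miR-342-3p to 26.5 for miR-130a, and in the low-risk samples from 21.8 for miR-126 to 24.4 for miR-130a. The deposited tables give no genome build, so no positions are printed. In the RefSeq annotation of GRCh38.p14, the gene of miR-100 lies in the long non-coding RNA gene MIR100HG, near MIR125B1 and MIRLET7A2. That of miR-99a lies in MIR99AHG, near MIRLET7C and MIR125B2. The gene of miR-99b overlaps SPACA6 and neighbours MIRLET7E and MIR125A. MIR342 lies in EVL, MIR126 in EGFL7, and MIR130A in MIR130AHG.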

Our analysis showed that expression levels of each of these 6 miRNAs were *down*-regulated in most high- versus low-risk IPMNs (Table 2). 

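The normalized value of miR-100 was 14.29 ± 1.92 (SD, n = 19) in high-risk and 16.58 ± 1.13 (SD, n = 9) in low-risk IPMNs (exact rank-sum p = 0.000836). Its median was 5.86-fold and its mean 4.90-fold lower in high-risk IPMNs, and 17 of the 19 high-risk samples lay below the low-risk median. For miR-99b the values were 14.03 ± 1.46 and 15.94 ± 1.01 (exact p = 0.00161), a 4.74-fold lower median. For miR-99a they were 14.02 ± 1.87 and 16.24 ± 1.39 (exact p = 0.00161), a 4.77-fold lower median. miR-342-3p was at 15.58 ± 1.53 and 17.33 ± 0.93 (exact p = 0.00242), a 4.85-fold lower median. The median of miR-126 was 3.09-fold lower and its mean 6.73-fold lower (14.85 ± 2.97 against 17.60 ± 1.16, exact p = 0.00242). miR-130a was at 12.67 ± 2.14 and 14.99 ± 1.38 (exact p = 0.00428), a 4.72-fold lower median. High-risk samples below the low-risk median numbered 17 for miR-99b, miR-99a and miR-342-3p and 16 for miR-126 and miR-130a. In the fits that each left out 1 sample, all 6 stayed at p below 0.05. In a comparison made after seeing the data, both the 11 high-risk samples before the last low-risk sample in the deposited order and the 8 after it had lower medians than the low-risk samples for all 6. The 11 had p below 0.05 for 4 of the 6, with miR-99b (exact p = 0.0562) and miR-130a (exact p = 0.0952) above it. The 8 had p below 0.05 for 5, with miR-126 above it (exact p = 0.0592). Divided by sample number, also after seeing the data, 1 of the 6 had p below 0.05 in high-risk samples 1 to 9. In high-risk samples 10 to 19 all 6 did. With limma and the sample number as a block, 1 of the 6 had p below 0.05. Without the block on the same 18 samples, chosen after seeing the data, 2 did. Those 18 are the low-risk samples and high-risk samples 1 to 9, so both fits repeat that comparison with another test. The numbers do not pair the samples.

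The median of each of the 6 was lower in high-risk IPMNs with every reference tried. The number at p below 0.05 was 5 with RNU44 subtracted, 4 with RNU48, 5 with the mean of the always-detected miRNAs and 0 with U6 snRNA. From the lower levels of the 6 miRNAs in high-risk IPMNs, the paper proposes that reduced levels of these miRNAs may be associated with progression to invasion.

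**Figure D2:**
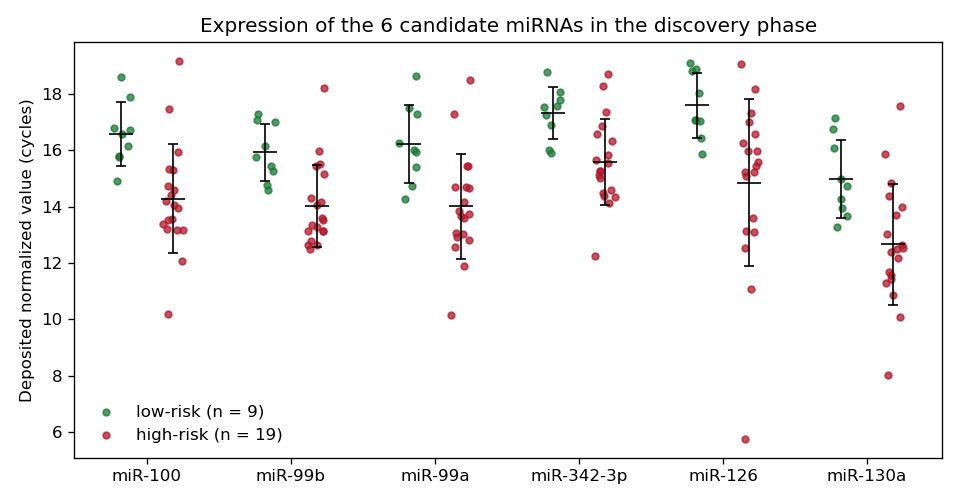
Deposited normalized values in cycles on the log2 scale (vertical axis) of the 6 candidate miRNAs (horizontal axis) in 9 low-risk (green) and 19 high-risk (red) IPMNs, 1 point per sample, with the mean and SD as bars. For miR-100, 17 of the 19 high-risk samples lie below the low-risk median, and with U6 snRNA as the reference the medians stayed lower but none of the 6 reached p = 0.05.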

Unsupervised hierarchical clustering analysis also illustrates reduced expression for these 6 miRNAs in the high-risk compared to the low-risk group (Fig. 2B). 

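The 28 samples were grouped by the 6 miRNAs alone, each centred and divided by its SD, with Euclidean distance. Average linkage parted 2 high-risk samples from all others first, leaving 9 low-risk and 17 high-risk samples together. At 3 clusters it gave those 2 high-risk samples (mean scaled value -1.43), a cluster of 13 high-risk samples (mean -0.545), and a cluster of all 9 low-risk samples with 4 high-risk samples (mean 0.765). Complete linkage at 2 clusters gave 15 high-risk samples (mean -0.663) and the same mixed cluster of 9 low-risk and 4 high-risk samples. As the 6 miRNAs were selected on these samples, the grouping is not independent of the group labels.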

Experimentally-validated gene targets of the 6 miRNAs are listed in Table 2, and include well-known oncogenes.

**Table 2:** Select candidate miRNAs differentially expressed in high- (N = 19) vs. low-risk (N = 9) IPMN tissue.

**miRNA**	**P-value^1^**	**Median Fold change^2^**	**Mean Fold change^2^**	**Experimentally validated gene target(s)^3^**
**miR-100**	1.6 × 10^−3^	5.9	4.9	*ATM, FGFR3, IGF1R, MMP13, mTOR, PLK1, RPTOR*
**miR-99b**	2.7 × 10^−3^	4.7	3.7	*RAVER2*
**miR-99a**	2.7 × 10^−3^	4.8	4.7	*AGO2, COX2, FGFR3, IGF1R, MEF2D, mTOR, RAVER2, RPTOR, SERPINE1, SKI, TRIB1*
**miR-342–3p**	3.7 × 10^−3^	4.8	3.3	*BMP7, DNMT1, GEMIN4*
**miR-126**	3.7 × 10^−3^	3.1	6.7	*ADAM9, CCNE2, CRH, CRK, CRKL, DNMT1, EGFL7, KRAS, HOXA9, IRS1, PGF, PIK3R2, PLK2, PTPN7, RGS3, SLC45A3, SOX2, SPRED1, TOM1, TWF2, VCAM1, VEGFA*
**miR-130a**	5.9 × 10^−3^	4.7	5.0	*APP, ATG2B, ATXN1, CSF1, DICER1, ESR1, HOXA10, HOXA5, KLF4, MAFB, MEOX2, PPARG, RUNX3, TAC1, TP53INP1*

^1^Wilcoxon rank-sum test.

^2^All fold-changes represent *decreased* expression in the high-risk group (all high-grade IPMNs) versus the low-risk group (all low-grade IPMNs).

^3^According to data in Tarbase (http://diana.cslab.ece.ntua.gr/tarbase/), miRecords (http://mirecords.biolead.org/), or other sources.

In the validation phase, the top 6 miRNAs were evaluated in 21 independent IPMNs (13 high-risk, 8 low-risk) (S2 Fig.). We observed the same trends in expression as in the discovery phase, with the expression of each miRNA *down*-regulated in high-risk versus low-risk IPMNs (S3A and S3B Fig.). Using a threshold of *P*<0.05, results reached marginal statistical significance, possibly due to the small sample size. Among the 6 miRNAs evaluated, miR-130a was most strongly associated with high-risk IPMN status (2.9 median fold-change between the high- and low-risk group, *P* = 0.065), followed by miR-99b (2.7 median fold-change, *P* = 0.103) and miR-100 and miR-342-3p (2.2 median fold-change, *P* = 0.119). The miRNA data analyzed in the validation phase can be found in the S1 Supporting Information.

Most clinical and pathological factors were not correlated with miRNA expression in the discovery phase (S2 Table). However, an association was observed between low miR-99b expression and main duct involvement (*P* = 0.021), a variable independently associated with high-risk IPMN status (*P* = 0.044). After including both miR-99b expression level and main duct involvement in multivariate regression models, low miR-99b expression was marginally associated with high-risk IPMN status (*P* = 0.051). Serum albumin levels were positively correlated with miR-99a (r = 0.52, *P* =0.004) and miR-100 expression (r = 0.49, *P* = 0.008). 

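Correlations between the normalized values were computed over the 28 discovery samples for the 15 pairs of the 6 candidate miRNAs, with p from 100000 permutations and Benjamini-Hochberg adjustment over the pairs. Pearson's r between miR-100 and miR-99a was 0.969 and Spearman's rho 0.953. Between miR-100 and miR-99b r was 0.824 and rho 0.812, and between miR-99b and miR-99a r was 0.795 and rho 0.774. For r, each of the 3 pairs had a permutation p of 1e-05, the smallest that these permutations can give, and an adjusted value of 2.5e-05. For rho, the permutation p was 1e-05 for both pairs with miR-100 (adjusted 3e-05) and 2e-05 for miR-99b with miR-99a (adjusted 5e-05). Without the 2 samples farthest from the median, r was 0.954, 0.843 and 0.711 for the 3 pairs in the same order.

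High r was not particular to these 3 miRNAs. The other 12 pairs had r from 0.223 to 0.864, the highest being miR-100 with miR-130a, and 13 of the 15 pairs had an adjusted value for r below 0.05. By rho, all 15 passed. Within the 19 high-risk samples the relation was weaker by rank. There, r was 0.980 for miR-100 with miR-99a, 0.722 for miR-100 with miR-99b and 0.681 for miR-99b with miR-99a, and rho was 0.947, 0.461 and 0.439 (adjusted permutation values 0.00015, 0.0934 and 0.102). Without the 2 farthest high-risk samples r of the last pair fell to 0.267, so within this group it rests on those samples. Of the 15 pairs, 10 passed by r and 4 by rho. Within the 9 low-risk samples, r of the 3 pairs ran from 0.828 to 0.891, and 4 of the 15 pairs passed by r and 1 by rho in exact permutation tests. The mean of the always-detected miRNAs as the reference lowered r of the 3 pairs to between 0.516 and 0.930, with 9 of the 15 pairs passing.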

The expression level of several miRNAs (miR-99a, miR-99b, miR-100) was highly correlated (0.79<r<0.97), which may be expected since they are from the same miRNA family [23](S2 Table). No factors were associated with miRNA expression (*P*<0.05) in the validation phase.

Receiver operating characteristic (ROC) curves were constructed based on the expression of miR-100, miR-99b, miR-99a, miR-342-3p, miR-126, and miR-130a. Most areas underneath the curve (AUC) values were comparable for the six individual miRNAs, with expression of miR-99a yielding the highest AUC value of 0.87 in classifying between high- and low-risk IPMNs in the discovery phase (S4 Fig.). 

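The area under the curve was computed from ∆Ct to RNU44, taken from the deposited Ct values, in 19 high-risk and 9 low-risk samples, with 95% DeLong intervals truncated at 1. It was 0.865 (0.668 to 1) for miR-99a, 0.836 (0.637 to 1) for miR-100, 0.825 (0.654 to 0.996) for miR-130a and 0.819 (0.609 to 1) for miR-99b. For miR-126 it was 0.743 (0.547 to 0.938). The interval of miR-342-3p, 0.702 (0.462 to 0.942), included 0.5. All 6 intervals overlapped. U6 snRNA as the reference lowered the values most, to between 0.591 and 0.684, with no interval wholly above 0.5. With the deposited normalized values, an alternative chosen after seeing the data, the values lay between 0.830 and 0.877, and miR-100 was the highest. The miRNAs were selected on these samples, so the values are not independent of the selection.

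**Figure D3:**
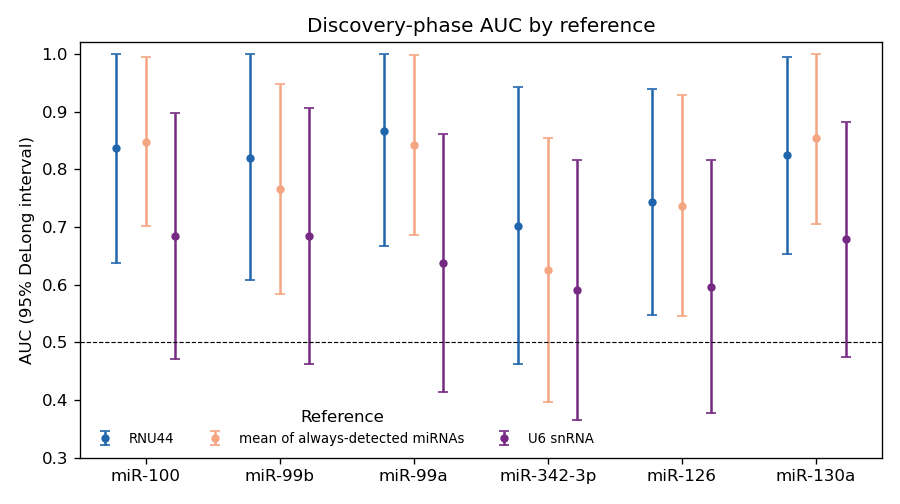
AUC with its 95% DeLong interval (vertical axis) for the 6 candidate miRNAs (horizontal axis) in the discovery phase, with RNU44 (blue), the mean of the always-detected miRNAs (orange) or U6 snRNA (purple) as the reference. The dashed line marks an AUC of 0.5, which every interval with U6 snRNA includes.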

When using a signature consisting of three miRNAs (miR-99b, miR-130a, miR-342-3p) from the discovery model to predict high-risk IPMN status in the validation set, the AUC was 0.74 (95% CI:0.51–0.97) (Fig. 3). A model combining expression of miR-99b, miR-130a, and miR-342-3p with presence of main duct involvement enabled slightly higher utility in discriminating between groups (AUC = 0.81).

**Figure 3:**
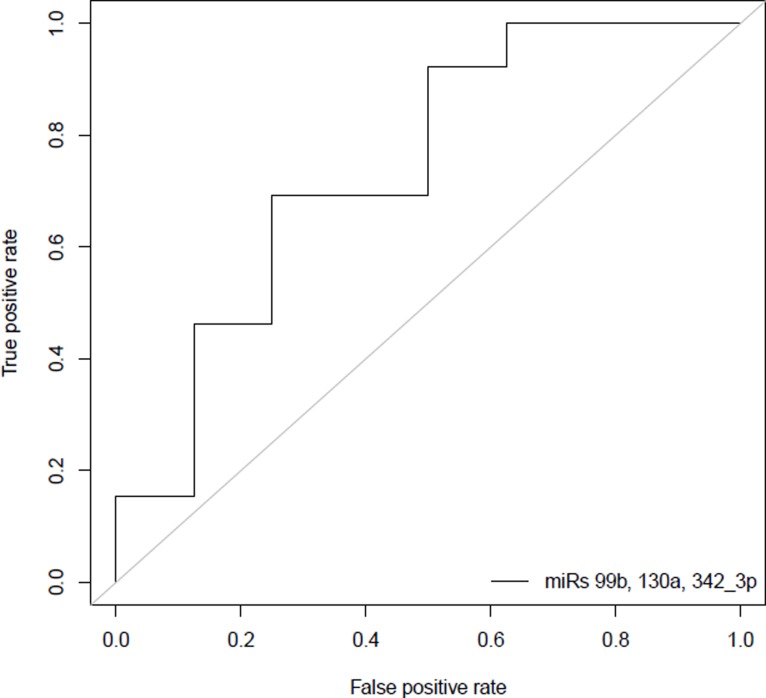
Receiver operating characteristic (ROC) curve analysis using miRNA expression to discriminate high-risk from low-risk IPMN samples. Using a logistic regression model built on data from the discovery dataset, a miRNA signature consisting of miR-99b, miR-130a, and mir-342-3p yielded an area underneath the curve (AUC) value of 0.74 (95% CI: 0.51–0.97) in differentiating between 13 high-risk and 8 low-risk IPMNs in the validation phase.

### Follow-up with bioinformatic analyses and gene expression profiling

Gene ontology pathway enrichment network analysis of *experimentally-validated* miRNA gene targets listed in Table 2 revealed several important interaction hubs, including *ESR1, PPARG, VEGF-A, mTOR, IRS-1,* and *SOX2* (S5 Fig.). The top four most marked gene ontology maps that were identified contribute to tumor progression through interactions with histone deacetylase and calcium/calmodulin-dependent kinases, hypoxia inducible factor regulation, growth factor signaling, and cytoskeleton remodeling (Table 3). This analysis also confirmed that identified target genes were associated with pancreatic diseases (*P* = 2.2 × 10^−30^) and pancreatic neoplasms (*P* = 7.6 × 10^−29^).

**Table 3:** Gene ontology categories of biological pathways overrepresented by miRNA-mediated changes in target gene expression that may differentiate between high- and low-risk IPMNs.

**Pathway**	**P-value**	**False Discovery Rate (FDR)**
Developmental role of histone deacetylase (HDAC) and calcium/calmodulin-depdendent kinase (CaMK)	9.5 × 10^−8^	2.4 × 10^−5^
Transcription receptor-mediated hypoxia inducible factor (HIF) regulation	5.9 × 10^−7^	7.5 × 10^−5^
Developmental membrane-bound ESR1: interaction with growth factors signaling	1.3 × 10^−6^	1.0 × 10^−4^
Cytoskeleton remodeling with TGF and WNT	6.9 × 10^−6^	3.8 × 10^−4^
DNA damage with BRCA1 as a transcription regulator	7.5 × 10^−7^	3.8 × 10^−4^
Signal transduction-AKT signaling	3.3 × 10^−5^	8.9 × 10^−4^
Development: VEGF signaling and activation	3.3 × 10^−5^	8.9 × 10^−4^
Development: ligand-independent activation of ESR1 and ESR2	3.9 × 10^−5^	8.9 × 10^−4^
Role of alpha-6/beta-4 integrins in carcinoma progression	3.9 × 10^−5^	8.9 × 10^−4^

Gene expression was significantly up-regulated in 17 high-risk versus 6 low-risk IPMNs for *DNMT1, ATG2B and MEOX2,* and *IRS1* (*P*<0.10), which are experimentally-validated targets for miR-342-3p, miR-130a, and miR-126, respectively. A total of 297 unique genes represented by 458 probes were identified as *predicted* targets of the 6 miRNAs highlighted in our investigation by seven or more target prediction programs. When reviewing the gene expression data, there are 40 genes differentially expressed between high- and low-risk IPMNs (P<0.10), with some being down-regulated and some being up-regulated by the candidate miRNAs, and miR-130a in particular (S3 Table). In the small subset of IPMN cases with miRNA and mRNA expression data, positive correlations between miRNA and mRNA expression were evident in 2 miRNA-mRNA pairs, *miR-342-3p: DNMT1* (r = 0.81, *P* = 0.05) and *miR-126: IRS1* (r = 0.78, *P* =0.07). No statistically significant inverse correlations between miRNAs and their target genes were observed; this is contrary to the anti-correlated expression that is expected and may be attributed to the small number of IPMN cases with both data types.

## Discussion

We conducted a genome-wide miRNA expression analysis exclusively in ‘high-risk’ and ‘low-risk’ IPMNs that was followed by both a validation and a follow-up phase, and discovered biologically-meaningful miRNAs that may help distinguish between these groups. Six miRNAs (miR-100, miR-99b, miR-99a, miR-342-3p, miR-126, and miR-130a) were under-expressed in high-risk compared to low-risk IPMNs in our discovery and validation phase, suggesting that low or reduced levels of these miRNAs (and possibly increased levels of target genes they regulate) may be associated with progression to invasion. Moreover, ROC analysis suggested a combination of miRNAs may help to classify IPMNs based on histologic severity (Fig. 3).

Consistent with our findings, data support a role for the identified miRNAs as tumor suppressors and regulators of oncogenes that contribute to cell proliferation and invasion in pancreatic and other malignancies (Table 2)[35–42]. For example, an experimentally-validated target of miR-100 is polo-like kinase 1 (*PLK1*) [38,39], a regulator of proliferative activity over-expressed in early PDAC [41] that represents a novel target for chemoprevention and therapeutic strategies [41,43]. Also noteworthy, miR-342-3p can inhibit cancer cell proliferation and invasion by targeting DNA methyltransferase 1 (*DNMT1*), a gene that maintains DNA methylation [40]. *DNMT1* mRNA expression has been correlated with PDAC progression; those with higher *DNMT1* tissue expression had poorer survival than those with lower expression [42]. Loss of another candidate, miR-126, has been associated with PDAC progression by targeting oncogenes such as *KRAS* [36,37] and insulin receptor substrate-1 (*IRS-1*), a mediator of phosphoinositide 3-kinase (PI3K) activation in quiescent PDAC cells [44]. Pathway enrichment network analysis underscored that these and other miRNA-mediated mechanisms may explain how IPMNs progress to invasive disease (Table 3).

Even though miRNAs are generally believed to regulate expression at the protein level [17], we postulated that measuring mRNA expression may be useful for determining differences in transcriptional machinery between a pre-malignant and a malignant state. Consistent with our predictions, mRNA targets of miR-130a (*ATG2B* and *MEOX2),* miR-342-3p *(DNMT1),* and miR-126 (*IRS-1*) were up-regulated in high-risk versus low-risk IPMNs. Other miRNA targets may not have demonstrated noticeable mRNA level changes since mRNA and protein abundance may not be strongly correlated [45]. We also explored correlations between miRNA and mRNA expression in the reduced set of IPMNs with both data types. Although positive correlations were observed in 2 miRNA-mRNA pairs (*miR-342-3p: DNMT1* (r = 0.81, *P*= 0.05) and *miR-126: IRS1* (r = 0.78, *P* = 0.07)), no statistically significant inverse miRNA:target gene correlations were observed. Indeed, previous studies observed more positively-correlated than negatively-correlated interactions [46], supporting a positive regulatory role of miRNAs [47]. Due to the small sample of IPMNs evaluated and the fact that paired miRNA:mRNA expression data was not available for all evaluated samples, caution should be taken when interpreting these mRNA-based findings. Tissue microarrays are being constructed on a larger series of IPMNs so that protein expression can be evaluated.

When the current investigation was underway, studies from the United States [24], Korea [48], Israel [25], and Europe [49] also focused on examining miRNA expression in IPMN tissue, but only Matthaei et al [24] and Lubezky et al [25] conducted genome-wide miRNA profiling (S4 Table). Matthaei and colleagues [24] evaluated miRNA expression in 22 IPMN tissue and 7 pancreatic cyst fluid (CF) samples, and performed validation using 23 additional IPMN FFPE samples and CF samples. miR-342-3p and miR-99b were among the miRNAs that differentiated between high-and low-risk groups using FFPE tissue (and CF) [24], demonstrating consistency of findings across our two studies and providing a form of external validation. Additionally, in a recent study by Lee et al [50] that aimed to identify miRNAs that distinguish between mucinous (IPMNs and MCNs) and non-mucinous pancreatic cysts (serous cystadenomas), several of the miRNA families identified by our study and/or Matthaei et al. [24] helped differentiate between mucinous and non-mucinous cysts (miR-99) and within mucinous cyst types (miR-130). No overlap existed between the main findings observed by Lubezky et al [25] and the current study. Since study population characteristics, sample preparation procedures, platforms (qRT-PCR versus microarray), normalization approaches, and other factors differed between studies, it is not surprising that different miRNAs were characteristic of high-risk IPMN status (S3 Table).

Although the sample sizes of our discovery and validation phases were relatively modest, they were comparable or even larger than the aforementioned studies with regard to the number of high-grade cases without associated invasion that were evaluated. This is important clinically because it would be opportune to reliably detect high-grade dysplasia so intervention could occur *prior* to invasion. Also of clinical importance, low miR-99b expression was associated with main duct involvement, a marker of histologic progression that was *not* observed pre-operatively by imaging for six high-grade cases in our study. We also observed positive correlations between serum albumin levels and expression of miR-99a and miR-100, and showed higher serum albumin levels in cases with low-risk IPMNs. This is in line with evidence that high serum albumin is correlated with better survival in PDAC patients [51], inferring it may be helpful to monitor serum albumin in patients with IPMNs since lower levels may be suggestive of a possible obstruction caused by a high-risk IPMN involving the main pancreatic duct. Larger prospective studies are needed to validate these observations.

Thus far, we are aware of only 5 study patients (10.2%) that went on to develop metastatic PDAC within a four year follow-up period; 1 was initially diagnosed with moderate-grade dysplasia; two had high-grade dysplasia at diagnosis; and 2 were initially diagnosed with localized invasive disease. All had main duct involvement at the initial diagnosis. Given that nearly 90% of study patients did not develop invasion or metastasis in the years post resection, our single institutional experience reiterates that the detection and management of high-risk IPMNs can offer a unique opportunity to prevent malignancy and improve outcomes.

Strengths of our pilot study include the well-annotated tissue and sound methodologic approach which capitalized upon confirmatory pathological review, standardized procedures for microdissection and RNA isolation of multiple representative regions per case, an established platform for miRNA profiling, and our follow-up using bioinformatic tools and available microarray data. Internal validity is evidenced by high correlations between expression levels of miRNAs from the same family. Among the limitations, we only analyzed 378 of the estimated 1,800 human miRNAs identified to date. Although we focused on this panel of well-defined miRNAs because of their higher detection rate and lower background signals, novel miRNAs not evaluated here may help distinguish between high- and low-risk IPMNs. It is noteworthy, however, that all but one of the candidate miRNAs highlighted in recent studies of IPMNs [24,25] were evaluated in the current study. 

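Of the 13 miRNAs that the introduction lists from 2 other genome-wide studies, 12 were on the card, and all 12 passed the detection filter. The list was set from those studies and not from these samples. In the deposited values, 3 had an unadjusted exact p below 0.05, all lower in high-risk IPMNs. These were miR-99b, miR-342-3p and miR-142-3p, the last with a 3.31-fold lower median in 18 high-risk and 7 low-risk samples (exact p = 0.0345). Adjusted over the list alone, 2 passed at 0.10, miR-99b and miR-342-3p, each at 0.0145. These are Benjamini-Hochberg values. Adjusted in the same way over all 236 miRNAs tested, 0 passed, and the smallest value was 0.114, whereas the Storey q over all 236 was 0.0884 for both. Of the 12, 9 had a lower median in high-risk IPMNs. The 3 with a higher median were miR-18a (exact p = 0.885), miR-217 (exact p = 0.370) and miR-708 (exact p = 0.332). For miR-217 only 9 high-risk and 8 low-risk samples had a Ct. With undetected assays at a Ct of 40, its median was lower in high-risk IPMNs (exact p = 0.205). miR-21 and miR-155 had 1.91-fold and 1.70-fold lower medians (exact p = 0.527 and 0.285). The remaining 4, miR-24, miR-92a, miR-106b and miR-532-3p, had exact p from 0.166 to 0.475. The directions of miR-24, miR-92a, miR-106b, miR-21, miR-217 and miR-708 changed under at least 1 other processing, and with U6 snRNA as the reference none of the 12 had p below 0.05.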

Another possible limitation of the current study is that samples from the discovery phase that had been profiled using the Taqman MicroRNA Arrays were not evaluated in the validation phase using single qRT-PCR assays. Despite this limitation, it is meaningful that the same trends in expression were observed in the validation phase using an independent series of IPMN tissues and a different platform.

Taken together, the new miRNAs identified here (miR-99a, miR-100, miR-126, miR-130a) and those also highlighted by others (miR-99b, −342-3p) warrant evaluation in a well-powered multicenter prospective cohort of individuals presenting with pancreatic cysts. Moreover, given that miRNAs are released from tissues into circulation in a stable form protected from endogenous RNAse activity [52] and preliminary data support the clinical utility of miRNAs circulating in pancreatic juice or aspirate [22,53], cyst fluid [24], and serum [54], there is great potential for a minimally-invasive miRNA-based assay to be used to classify newly-diagnosed pancreatic cysts based on their malignant potential. Such an assay should be evaluated in conjunction with clinical and pathologic factors and emerging markers [55,56] to increase sensitivity and specificity. Furthermore, functional evaluation of the emerging miRNAs and their target genes may aid in understanding the molecular underpinnings of progression to pancreatic malignancy so that novel prevention and early detection strategies can be developed. In conclusion, a miRNA signature has the potential to serve as a promising diagnostic adjunct for directing management of IPMNs toward watchful waiting or resection.

## SUPPORTING INFORMATION

S1 Table The top 35 most differentially expressed miRNAs between high-risk (N = 19) and low-risk IPMNs (N = 9). (PDF) Click here for additional data file.

S2 Table Correlations between candidate miRNA expression level and selected continuous clinical and pathologic characteristics. (PDF) Click here for additional data file.

S3 Table Candidate MiRNAs and their Predicted Target Genes and their Expression in Invasive (n = 17) versus Non-invasive IPMNs (n = 6), sorted by statistical significance. (XLS) Click here for additional data file.

S4 Table Studies of tissue-based miRNA expression in surgically-resected IPMNs. (PDF) Click here for additional data file.

S1 Fig Representative histologic images of IPMNs with A) low-grade, B) moderate-grade, and C) high-grade dysplasia and D) invasive carcinoma. The region enclosed by the black line represents the area isolated by LCM. Reference bar = 50 micrometers (μm).
(PDF) Click here for additional data file.

S2 Fig Schema illustrating the three study phases. In the discovery phase, genome-wide miRNA expression profiling of formalin-fixed paraffin-embedded (FFPE) tissue from 28 IPMNs was conducted. This was followed by a validation phase in which the six most degregulated miRNAs from the discovery phase (miR-100, miR −99b, miR-99a, miR-342-3p, miR-126, and miR-130a) were evaluated in an independent set of 21 IPMNs, while accounting for pertinent clinical and pathologic variables. In the final phase, a two-pronged approach was used to follow up findings: a) bioinformatic analyses were conducted to identify genes and pathways regulated by the candidate miRNAs and b) analysis was performed for candidate genes believed to be regulated by the identified miRNAs using existing microarray data for 23 IPMNs.
(PDF) Click here for additional data file.

S3 Fig Box plots of candidate miRNA expression in IPMN tissue by real-time PCR. A) Discovery phase B) Validation phase. On each boxplot, the central mark is the median, and the edges of the box are the 25th and 75th percentiles. The whiskers extend to the most extreme data points within 1.5 of the interquartile range above the 75^th^ or below the 25^th^ percentiles. Data points beyond the whiskers, displayed using “o”, are potential outliers.
(PDF) Click here for additional data file.

S4 Fig Receiver operating characteristic (ROC) curve analysis using miRNA expression to discriminate high-risk from low-risk IPMNs in the A) discovery and B) validation phase. (PDF) Click here for additional data file.

S5 Fig Network of genes regulated by candidate miRNAs (miR-100, miR-99a, miR-99b, miR-342-3p, miR-126, and miR-130a) that were found to be differentially expressed between high- and low-risk IPMNs. (PDF) Click here for additional data file.

S1 Supporting Information Raw Ct Counts from the Validation Phase. (XLS) Click here for additional data file.

# Supplementary material for: A Genome-Wide Investigation of MicroRNA Expression Identifies Biologically-Meaningful MicroRNAs That Distinguish between High-Risk and Low-Risk Intraductal Papillary Mucinous Neoplasms of the Pancreas
**Source:** PLoS One. 2015 Jan 21;10(1):e0116869. doi: 10.1371/journal.pone.0116869
**Supplement:** S1 Table

**Table S1. The top 35 most differentially expressed miRNAs between high-risk (N=19) and low-risk IPMNs (N=9)**

| miRNA probe            | mean fold-change | median fold-change | P-value rank-sum test | False discovery rate | N <sup>a</sup> High-risk | N <sup>a</sup> Low-risk |
|------------------------|------------------|--------------------|-----------------------|----------------------|--------------------------|-------------------------|
| hsa-miR-100-000437     | 4.90             | 5.86               | 0.0016                | 0.0929               | 19                       | 9                       |
| hsa-miR-99a-000435     | 4.66             | 4.77               | 0.0027                | 0.0929               | 19                       | 9                       |
| hsa-miR-99b-000436     | 3.75             | 4.74               | 0.0027                | 0.0929               | 19                       | 9                       |
| hsa-miR-126-002228     | 6.73             | 3.09               | 0.0037                | 0.0929               | 19                       | 9                       |
| hsa-miR-342-3p-002260  | 3.34             | 4.85               | 0.0037                | 0.0929               | 19                       | 9                       |
| hsa-miR-888-002212     | 69.52            | 63.47              | 0.0057                | 0.0929               | 14                       | 6                       |
| hsa-miR-130a-000454    | 5.01             | 4.72               | 0.0059                | 0.0929               | 19                       | 9                       |
| hsa-let-7c-000379      | 3.59             | 2.66               | 0.0059                | 0.0929               | 18                       | 9                       |
| hsa-miR-150-000473     | 3.49             | 2.78               | 0.0081                | 0.0929               | 18                       | 9                       |
| hsa-miR-199a-000498    | 4.42             | 3.14               | 0.0081                | 0.0929               | 18                       | 9                       |
| hsa-miR-199a-3p-002304 | 3.77             | 4.78               | 0.0081                | 0.0929               | 18                       | 9                       |
| hsa-miR-296-000527     | 3.69             | 5.29               | 0.0081                | 0.0929               | 18                       | 9                       |
| hsa-miR-302a-000529    | 36.30            | 6.42               | 0.0094                | 0.0995               | 12                       | 5                       |
| hsa-miR-125b-000449    | 4.59             | 5.14               | 0.0113                | 0.1114               | 17                       | 9                       |
| hsa-miR-218-000521     | 6.84             | 7.56               | 0.0131                | 0.1208               | 16                       | 8                       |
| hsa-miR-424-000604     | 3.72             | 2.51               | 0.0156                | 0.1343               | 16                       | 8                       |
| hsa-miR-411-001610     | 3.70             | 4.31               | 0.0168                | 0.1361               | 18                       | 9                       |
| hsa-miR-523-002386     | 5.09             | 3.15               | 0.0196                | 0.1503               | 15                       | 4                       |
| hsa-miR-376a-000565    | 3.41             | 6.76               | 0.0208                | 0.1509               | 19                       | 9                       |
| hsa-miR-381-000571     | 4.35             | 6.96               | 0.0240                | 0.1535               | 19                       | 8                       |
| hsa-miR-494-002365     | 3.57             | 3.36               | 0.0268                | 0.1535               | 11                       | 7                       |
| hsa-miR-133a-002246    | 4.66             | 8.79               | 0.0269                | 0.1535               | 19                       | 9                       |
| hsa-miR-139-5p-002289  | 3.37             | 4.63               | 0.0269                | 0.1535               | 19                       | 9                       |
| hsa-miR-149-002255     | 8.29             | 12.69              | 0.0276                | 0.1535               | 11                       | 9                       |
| hsa-miR-146b-3p-002361 | 11.48            | 22.42              | 0.0280                | 0.1535               | 10                       | 5                       |
| hsa-miR-193a-5p-002281 | 2.25             | 1.85               | 0.0289                | 0.1535               | 17                       | 8                       |
| hsa-miR-410-001274     | 3.12             | 3.98               | 0.0311                | 0.1589               | 17                       | 9                       |
| hsa-miR-214-002306     | 3.96             | 5.68               | 0.0338                | 0.1637               | 16                       | 9                       |
| hsa-miR-152-000475     | 2.15             | 3.12               | 0.0344                | 0.1637               | 19                       | 9                       |
| hsa-miR-142-3p-000464  | 4.25             | 3.31               | 0.0368                | 0.1693               | 18                       | 7                       |
| hsa-miR-30c-000419     | 2.73             | 3.27               | 0.0388                | 0.1728               | 19                       | 9                       |
| mmu-miR-153-001191     | 0.09             | 0.05               | 0.0415                | 0.1789               | 12                       | 6                       |
| hsa-miR-502-001109     | 4.63             | 7.01               | 0.0490                | 0.1936               | 15                       | 8                       |
| hsa-miR-138-002284     | 3.70             | 3.96               | 0.0491                | 0.1936               | 19                       | 9                       |
| hsa-miR-204-000508     | 6.44             | 9.55               | 0.0491                | 0.1936               | 19                       | 9                       |

<sup>a</sup> Number of IPMNs in which the miRNA was detectable.

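S1 Table gives, for each deregulated miRNA, the number of samples in which it was detected, a rank-sum p, a false discovery rate, and fold changes of the median and the mean. In the deposited Ct values, 13 of the 35 miRNAs were detected in every sample. When only the 81 miRNAs detected in every sample were tested, 13 had p below 0.05, and all 13 were lower in high-risk IPMNs. For the others, the comparison rests on the samples with a Ct, and a sample without one does not enter. With undetected assays set to a Ct of 40, 38 miRNAs passed, of which 27 were among the 35. After mmu-miR-153, the miRNAs with a higher high-risk median and the smallest exact p were miR-519a (p = 0.0769), miR-382 (p = 0.181), miR-9 (p = 0.230) and let-7e (p = 0.243). The median of let-7e was 1.001-fold higher, but its mean was 1.87-fold lower. miR-519a had a late median Ct of 35.7, in 9 high-risk and 5 low-risk samples.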

# Supplementary material for: A Genome-Wide Investigation of MicroRNA Expression Identifies Biologically-Meaningful MicroRNAs That Distinguish between High-Risk and Low-Risk Intraductal Papillary Mucinous Neoplasms of the Pancreas
**Source:** PLoS One. 2015 Jan 21;10(1):e0116869. doi: 10.1371/journal.pone.0116869
**Supplement:** S2 Table

**Table S2. Correlations between candidate miRNA expression level and selected continuous clinical and pathologic characteristics.**

r = Pearson correlation

# Supplementary material for: A Genome-Wide Investigation of MicroRNA Expression Identifies Biologically-Meaningful MicroRNAs That Distinguish between High-Risk and Low-Risk Intraductal Papillary Mucinous Neoplasms of the Pancreas
**Source:** PLoS One. 2015 Jan 21;10(1):e0116869. doi: 10.1371/journal.pone.0116869
**Supplement:** S4 Table

**Table S4. Studies of tissue-based miRNA expression in surgically-resected IPMNs.**

|                                                                          | Habbe <sup>20</sup>                      | Matthaei <sup>28</sup>                                                              | Park <sup>43</sup>                          | Lubezky <sup>29</sup>                           | Caponi <sup>44</sup>                   | Permuth-Wey                                               |
|--------------------------------------------------------------------------|------------------------------------------|-------------------------------------------------------------------------------------|---------------------------------------------|-------------------------------------------------|----------------------------------------|-----------------------------------------------------------|
| <b>Discovery phase</b>                                                   |                                          |                                                                                     |                                             |                                                 |                                        |                                                           |
| <b>N IPMNs<sup>a</sup></b>                                               | <b>15</b><br>(non-inv)                   | <b>22</b><br>(10 LG, 12 HG <sup>b</sup> )                                           | <b>2</b><br>(1 LG, 1 HG)                    | <b>30</b><br>(10 LG, 5 MG, 5 HG, 10 inv)        | <b>81</b><br>(16 non-inv, 65 inv)      | <b>28</b><br>(9 LG, 19 HG)                                |
| <b>Platform</b>                                                          | Taqman Singleplex qRT-PCR                | Taqman MiRNA Array/ qRT-PCR                                                         | cDNA-mediated ligation                      | Gene Chip miRNA Array                           | Taqman Singleplex qRT-PCR              | Taqman MiRNA Array/ qRT-PCR                               |
| <b>N miRNAs evaluated (normalization method)</b>                         | 12 <sup>c</sup><br>(RNU6B <sup>e</sup> ) | 750<br>(‘diffpairs’)                                                                | NA                                          | 850<br>(Robust multi-chip array algorithm)      | 3 <sup>d</sup><br>(RNU6 <sup>e</sup> ) | 378<br>(RNU44 <sup>e</sup> )                              |
| <b>Replication phase<sup>f</sup></b>                                     |                                          |                                                                                     |                                             |                                                 |                                        |                                                           |
| <b>N IPMNs</b>                                                           | <b>64</b><br>(13 LG, 31 MG, 20 HG)       | <b>23</b><br>(3 LG, 9 HG, 11 inv)                                                   | <b>20</b><br>(NA)                           | <b>18</b><br>(9 LG, 9 inv)                      | <b>None</b>                            | <b>21</b><br>(4 LG, 4 MG, 11 HG, 2 inv)                   |
| <b>Platform (N miRNAs evaluated)</b>                                     | LNA-ISH<br>(2)                           | qRT-PCR<br>(26 <sup>f</sup> )                                                       | qRT-PCR<br>(NA)                             | qRT-PCR<br>(4)                                  | NA                                     | qRT-PCR<br>(6)                                            |
| <b>Most deregulated miRNAs in high-versus low-risk IPMNs<sup>g</sup></b> | <b>miR-21, -155</b>                      | miR-24, -18a, -30a-3p, -92a, -106b, <b>-342-3p</b> , <b>-99b</b> , -142-3p, -532-3p | miR-552, -25, -182, -1300, -183 -196a, -30c | miR-217, <b>-21</b> , <b>-708</b> , <b>-155</b> | <b>miR-21, -155</b>                    | miR-100, <b>-99b</b> , -99a, <b>-342-3p</b> , -126, -130a |

Abbreviations: IPMN=intraductal papillary mucinous neoplasm; inv=invasive; LG=low-grade; MG= moderate-grade; HG=high-grade;

LNA-ISH=locked nucleic acid-*in situ* hybridization; NA=not available

<sup>a</sup> Some studies also evaluated normal pancreas tissue, PDAC tissue, and/or biofluids (pancreatic cyst fluid or pancreatic juice).

<sup>b</sup> 7 of the 12 HG IPMNs had associated invasive disease.

<sup>c</sup> The 12 evaluated miRNAs include: miR-15a, -16, 17-5p, -21, -100, -107, -155, -181a, -181c, -210, -221, -223.

<sup>d</sup> The 3 miRNAs that were evaluated include: miR-21, -155, -101.

<sup>e</sup> Endogenous control

<sup>f</sup> Represents the number of independent IPMNs in addition to those profiled in the discovery phase.

<sup>g</sup> miRNAs appearing in bold font were highlighted in more than one investigation. The 9 miRNAs highlighted by Matthaei et al are represented in their final predictive model which was also based on cyst fluid analysis.

# Supplementary material for: A Genome-Wide Investigation of MicroRNA Expression Identifies Biologically-Meaningful MicroRNAs That Distinguish between High-Risk and Low-Risk Intraductal Papillary Mucinous Neoplasms of the Pancreas
**Source:** PLoS One. 2015 Jan 21;10(1):e0116869. doi: 10.1371/journal.pone.0116869
**Supplement:** S1 Fig — The region enclosed by the black line represents the area isolated by LCM. Reference bar = 50 micrometers (μm).

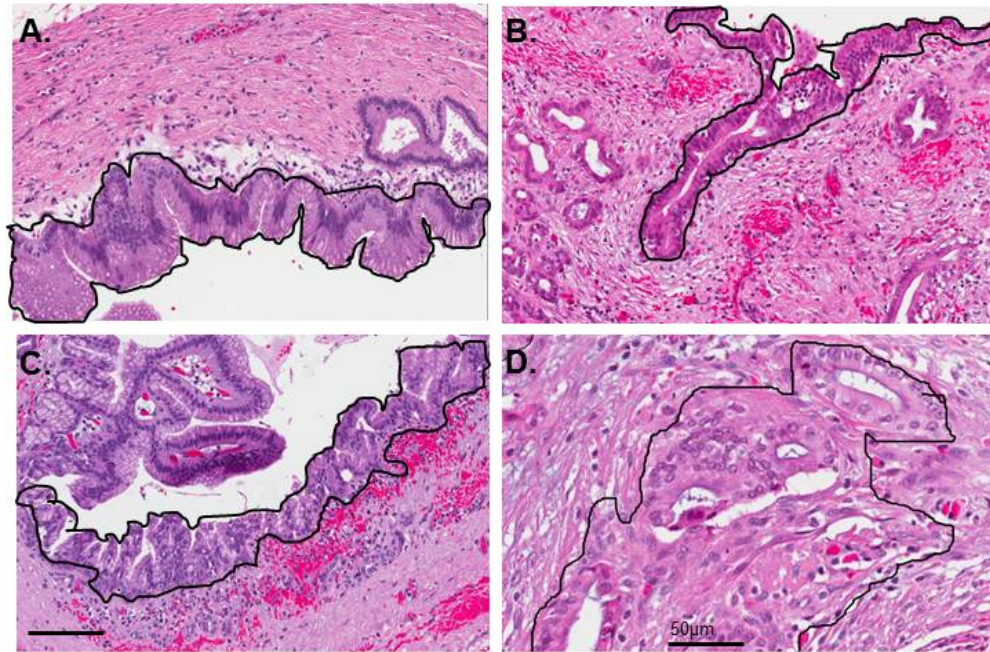

**Figure S1. Representative histologic images of IPMNs with A) low-grade, B) moderate-grade, and C) high-grade dysplasia and D) invasive carcinoma. The region enclosed by the black line represents the area isolated by LCM. Reference bar= 50 micrometers ( $\mu\text{m}$ ).**

# Supplementary material for: A Genome-Wide Investigation of MicroRNA Expression Identifies Biologically-Meaningful MicroRNAs That Distinguish between High-Risk and Low-Risk Intraductal Papillary Mucinous Neoplasms of the Pancreas
**Source:** PLoS One. 2015 Jan 21;10(1):e0116869. doi: 10.1371/journal.pone.0116869
**Supplement:** S3 Fig — A) Discovery phase B) Validation phase. On each boxplot, the central mark is the median, and the edges of the box are the 25th and 75th percentiles. The whiskers extend to the most extreme data points within 1.5 of the interquartile range above the 75th or below the 25th percentiles. Data points beyond the whiskers, displayed using “o”, are potential outliers.

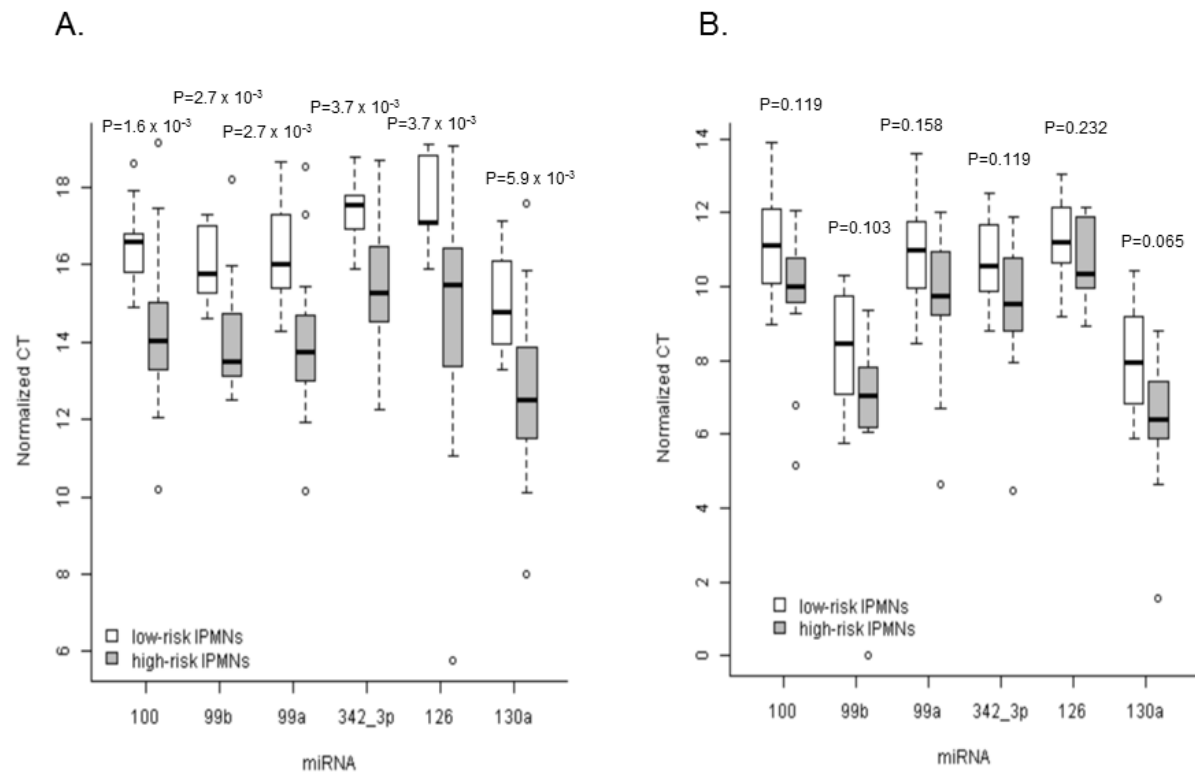

**Figure S3. Box plots of candidate miRNA expression in IPMN tissue by real-time PCR.**

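The validation phase used singleplex assays in 13 high-risk and 8 low-risk IPMNs, each in triplicate wells, and S1 Supporting Information holds the Ct of each well. The wells were averaged and RNU44 was subtracted. RNU44 itself had a Ct of 27.7 ± 1.73 (SD, n = 13) in high-risk and 27.9 ± 1.90 (SD, n = 8) in low-risk samples (exact rank-sum p = 0.860). The lines listed for miR-126 are the same as those listed for miR-100, with 0 lines that differ, so miR-126 was not analysed here. For the other 5 miRNAs, the median was lower in the high-risk samples. The median of miR-130a was 2.92-fold lower (exact p = 0.0756) and that of miR-99b 2.26-fold lower (exact p = 0.121). miR-342-3p was 2.11-fold lower (exact p = 0.140), miR-99a 2.08-fold lower (exact p = 0.140) and miR-100 1.83-fold lower (exact p = 0.161). None passed at 0.05, and the Benjamini-Hochberg value of each of the 5 was 0.161. The setting that moved them most was the mean Ct of the 5 measured miRNAs as the reference. With it, miR-130a was 1.13-fold lower and the other medians were slightly higher in high-risk samples. As this reference removes any change that the 5 miRNAs share, it cannot show whether they were lower together.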

A) Discovery phase B) Validation phase. On each boxplot, the central mark is the median, and the edges of the box are the 25th and 75th percentiles. The whiskers extend to the most extreme data points within 1.5 of the interquartile range above the 75<sup>th</sup> or below the 25<sup>th</sup> percentiles. Data points beyond the whiskers, displayed using “o”, are potential outliers.

# Supplementary material for: A Genome-Wide Investigation of MicroRNA Expression Identifies Biologically-Meaningful MicroRNAs That Distinguish between High-Risk and Low-Risk Intraductal Papillary Mucinous Neoplasms of the Pancreas
**Source:** PLoS One. 2015 Jan 21;10(1):e0116869. doi: 10.1371/journal.pone.0116869
**Supplement:** S4 Fig

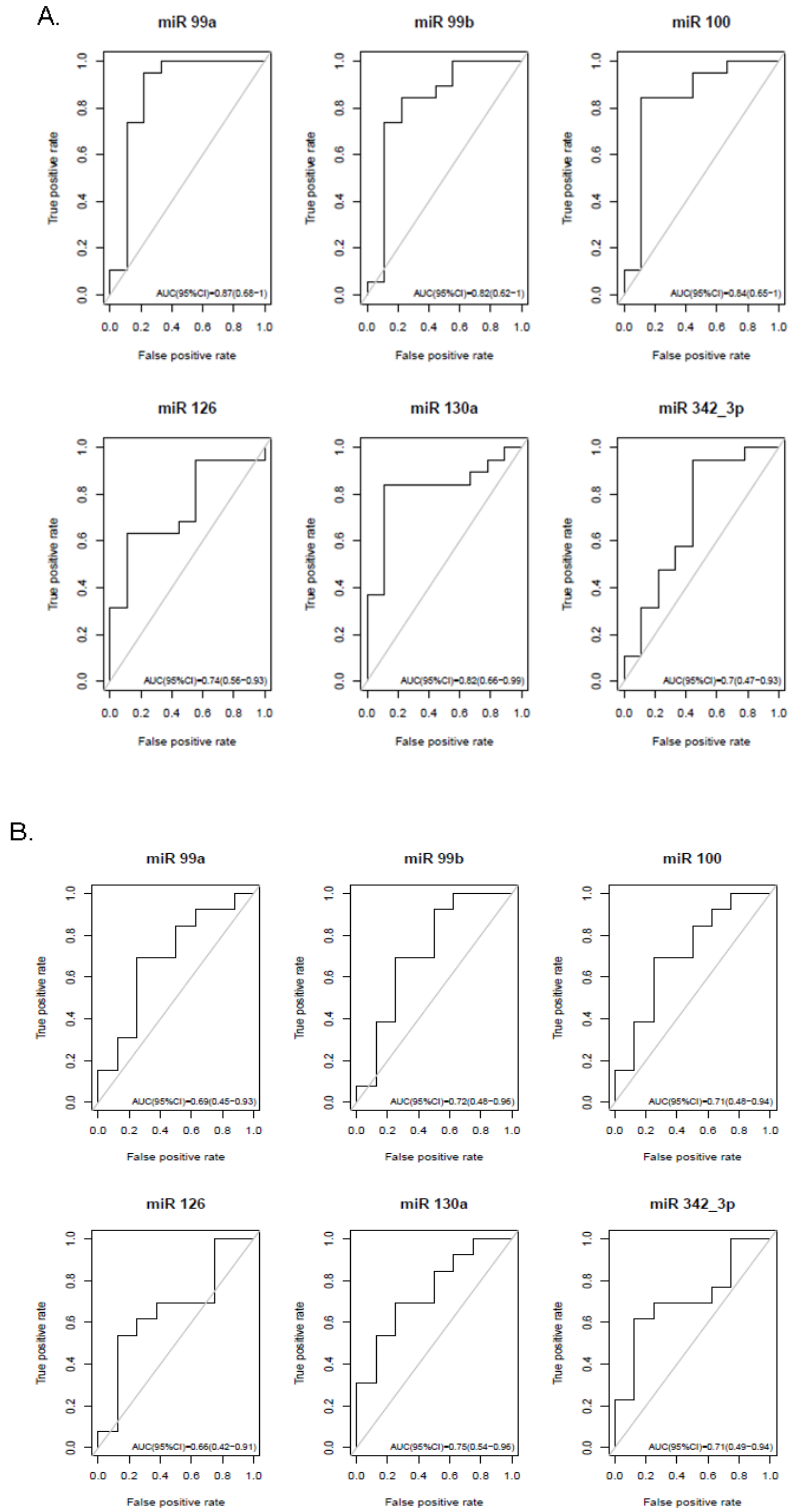

**Figure S4. Receiver operating characteristic (ROC) curve analysis using miRNA expression to discriminate high-risk from low-risk IPMNs in the A) discovery and B) validation phase.**

# Supplementary material for: A Genome-Wide Investigation of MicroRNA Expression Identifies Biologically-Meaningful MicroRNAs That Distinguish between High-Risk and Low-Risk Intraductal Papillary Mucinous Neoplasms of the Pancreas
**Source:** PLoS One. 2015 Jan 21;10(1):e0116869. doi: 10.1371/journal.pone.0116869
**Supplement:** S5 Fig

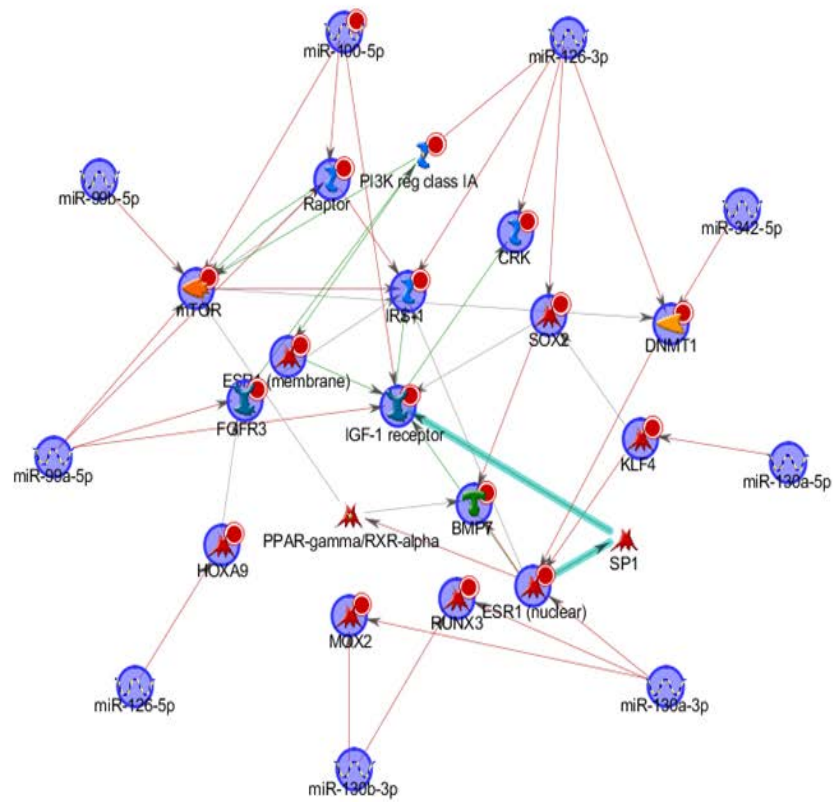

**Figure S5. Network of genes regulated by candidate miRNAs (miR-100, miR-99a, miR-99b, miR-342-3p, miR-126, and miR-130a) that were found to be differentially expressed between high- and low-risk IPMNs.**

How the deposited data were processed for this re-analysis (not part of the article)

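The discovery phase comprised 28 laser-captured IPMN samples, 19 high-risk and 9 low-risk, each run on 1 TaqMan MicroRNA Array. The card holds 378 assays, of which 1 is a plant miRNA control, and 6 wells of endogenous controls (U6 snRNA in 4 wells, RNU44 and RNU48). The authors deposited 3 tables. The first gives raw Ct values, with undetected assays marked. The second gives normalized values, which the authors made before deposition and which lie on a log2 scale. As deposited, these log2 values equal the sample's highest miRNA Ct minus the Ct of the miRNA in every sample, so RNU44, which the paper's formula subtracts, cancels. The plan made before the data were examined had assumed values normalized to RNU44, so the ∆Ct to RNU44 was computed as a setting of its own. The third deposited table gives for 313 miRNAs the ratio of the high-risk to the low-risk mean of the normalized values, and 312 of these ratios were recomputed within 0.001. The remaining 1 is infinite. The ratios are not fold changes in RNA and were not used further. Fold changes were computed as powers of 2 of the difference of medians or means.

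The sample labels give no batch. High-risk samples were compared after seeing the data, divided by number (1 to 9 and 10 to 19) and by position (11 before and 8 after the last low-risk sample in the deposited order). The number of detected miRNAs per sample, from 198 to 258, describes the depth of each card. There are no replicate cards, so the precision of a single miRNA value was not measured, and the spread between samples is given. Only U6 snRNA was run in several wells of a card, and the range of its wells within a sample had a median of 0.638 cycles and a maximum of 9.32. miRNAs with a Ct in at least 14 of the 28 samples were tested. Each was compared between groups with the exact two-sided rank-sum test, with a threshold of 0.05 on the unadjusted p, as in the paper. Storey q-values used lambda from 0.05 to 0.95 and a spline with 3 degrees of freedom, and 0.10 was the threshold. Benjamini-Hochberg adjustment was the alternative. Correlations used 100000 permutations, or all permutations within the low-risk group. AUC values were computed on ∆Ct to RNU44 with 95% DeLong intervals. The 3-miRNA signature was a logistic regression fitted to the discovery samples and applied to the 21 samples of the validation phase, whose Ct values are in S1 Supporting Information. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and limma 3.58.1 in R 4.3.3.

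The miRNAs named were those the paper names for these data, the miRNAs it lists from 2 other genome-wide studies, the endogenous controls, and the 5 with the smallest p in each direction. In addition, 5 lists of miRNAs typical of stromal, endothelial, blood, epithelial, and acinar and islet cells were set before the data were examined. Each list was averaged over its members detected in all samples. Gene neighbours were taken from the RefSeq annotation of GRCh38.p14.

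The alternatives set before the data were examined were RNU44, RNU48, U6 snRNA or the mean of the always-detected miRNAs as the reference, raw Ct without a reference, undetected assays set to a Ct of 40, Ct values of 35 or more treated as undetected, other detection filters, limma in place of the rank-sum test, limma with the sample number as a block, and leaving out each sample in turn. For the validation phase they were the median of the wells, raw Ct and the mean Ct of the measured miRNAs. Those added later were the normal approximation of the rank-sum test, a fixed lambda of 0.5, the deposited values for AUC, RNU44 for the correlations and the lists, list members detected in at least 14 samples, U6 snRNA as the median of its wells without high-risk sample 10, limma without a block on the 18 samples whose numbers occur in both groups, and limma on 100 random subsets of that size.

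The tests were tested on simulated data, in which 60 of 236 miRNAs were shifted by 3 cycles with the means, spreads and missing values of the deposited table. The exact test found 81.7% of the shifted miRNAs and 3.98% of the others. At a q-value of 0.10 or less, 76.7% were found, and 9.80% of the 51 calls were false. limma found 83.3% and 4.55%. The simulated miRNAs were drawn independently, whereas in the deposited values 13 of the 15 pairs of candidates were correlated. The shift of 3 cycles was also larger than the difference of medians of any of the 6 candidates. These rates may therefore not hold for the deposited values. Clinical variables, gene expression and target predictions were not analysed here.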

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

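None of the tests in this part was chosen after its result was seen. The card carries an assay for a plant miRNA, ath-miR159a, as a negative control, and the paper does not report on it. It gave a Ct in 8 of the 28 human samples, 5 high-risk and 3 low-risk, from 29.0 to 38.0 with a median of 31.8. The design offers no biological source for a plant miRNA, and no biological explanation was tested. If these signals came with a generally higher number of late signals, the samples concerned would have more detected miRNAs. Their median was 233 detected miRNAs against 232 in the other samples (exact rank-sum p = 0.592). With 8 samples this leaves the explanation open, and cross-reaction of the assay with other RNA or carry-over between reactions were not tested. The signal limits what a late Ct can show, since 90 of the 236 detectable miRNAs had a median Ct later than the earliest plant Ct. In 24 groups of samples small enough to be searched for a sample far from the others, 0 were found.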

How the results depend on the processing

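RNU44 as the reference left 32 deregulated miRNAs, of which 23 were among the 35 found with the deposited values. RNU48 left 15 (13 lower, 2 higher, 13 of them among the 35), U6 snRNA 12 (4 lower, 8 higher, or 33.3% lower, 4 among the 35), and the mean of the always-detected miRNAs 29 (20 lower, 9 higher, or 69.0% lower, 20 among the 35). Raw Ct gave 13, all lower (100%). The share that was lower was 100% as well with undetected assays at a Ct of 40 (38 miRNAs), with Ct values of 35 or more left out (27) and among miRNAs detected in all samples (13, where only 81 were tested). The references also moved the median difference of all miRNAs, which was -0.89 with the deposited values, -0.87 with RNU44, -0.19 with RNU48, 0.15 with U6 snRNA, -0.02 with the mean of the always-detected miRNAs and -0.49 with raw Ct. Relative to these shifts, a lower share says little about single miRNAs. Why the references differ was not tested, though U6 snRNA varied most against the other miRNAs. With the median of the U6 wells and without high-risk sample 10, an alternative chosen after seeing the data, 10 miRNAs were deregulated.

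At a false discovery rate of 10%, 12 miRNAs became 0 with RNU44, RNU48, U6 snRNA, the mean of the always-detected miRNAs or raw Ct, with no detection filter (38 at an unadjusted p below 0.05), with the normal approximation (35) and with Benjamini-Hochberg adjustment (35). The count was 5 without Ct values of 35 or more, 6 among miRNAs detected in all samples, 14 with undetected assays at 40 and 15 with limma. A fixed lambda of 0.5 in place of the smoother, chosen after seeing the data, gave 14, and with the normal approximation it gave 12, so the 0 of the normal approximation holds only with the smoother. The cause was not tested.

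Of the 6 candidates, 0 had p below 0.05 with U6 snRNA, 4 with RNU48, and 5 with RNU44 or the mean of the always-detected miRNAs. All 6 did with raw Ct and with limma. All 6 also did with undetected assays at 40 and without Ct values of 35 or more. Those last settings left the values of the 6 unchanged, so they could not alter the result. The medians of all 6 were lower in all of these settings. With U6 snRNA, 0 candidates had an AUC interval above 0.5, against 5 with RNU44. The mean level of the always-detected miRNAs was reversed with U6 snRNA (0.11, exact p = 0.629). Correlations below 0.05 after adjustment numbered 4 of 15 by r and 1 by rho within the low-risk samples, where only 9 samples enter, and 10 and 4 within the high-risk samples, against 13 and 15 over all samples.

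limma with the sample number as a block gave 12 deregulated miRNAs (7 lower, 5 higher, or 58.3% lower), 0 at a false discovery rate of 10% and 1 of the 6 candidates. The numbers do not pair the samples. Correlations between samples of the same number ran from -0.27 to 0.44, with 3 of 9 above 0.1. The block can use only the 18 samples whose numbers occur in both groups, which are the low-risk samples and high-risk samples 1 to 9. limma without a block on those 18 samples, chosen after seeing the data, gave 8 deregulated miRNAs (6 lower, 2 higher, or 75% lower), 0 at a false discovery rate of 10% and 2 candidates, against 33 with limma on all samples. The median difference of all miRNAs went from -0.88 to -0.10, so the change is not only one of sample number. In 100 random subsets of 9 high-risk samples with all 9 low-risk samples, also chosen after seeing the data, limma gave a median of 26.5 deregulated miRNAs (3 to 79). As few as 8 came up in 9 subsets, and a median difference as high in 1. Which high-risk samples are kept therefore matters.

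Across the 28 fits that each left out 1 sample, the deregulated miRNAs ranged from 24 to 53, the share that was lower from 95.8% to 100%, the count at a false discovery rate of 10% from 0 to 30, and the difference in mean level from -1.22 to -0.69. The 53 and the 30 came without high-risk sample 5, and 22 passed at 10% without high-risk sample 6. None passed without low-risk samples 1, 3, 4 or 6 or high-risk samples 2, 3, 8, 10, 15, 17, 18 or 19. Without low-risk sample 2 or high-risk sample 1 the count was 7, and without high-risk samples 7, 11, 13 or 16 it was 6. The mean level had p below 0.05 without high-risk sample 5 (-0.95) or low-risk sample 7 (-1.22). Between 5 and 6 candidates had an AUC interval above 0.5, the sixth being miR-342-3p without low-risk sample 4 (0.75) or 5 (0.776). The controls gave 0 differences in every fit.

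In the validation phase, 0 of 5 miRNAs had p below 0.05 with RNU44, and 1 did with raw Ct. Leaving out 1 of the 21 samples gave 0 to 3, with 1 without high-risk sample 10 and 3 without low-risk sample 7. With the mean Ct of the measured miRNAs as the reference, the fold decrease was reversed for miR-99a (0.9501), miR-99b (0.988), miR-100 (0.870) and miR-342-3p (0.828). This reference removes any change that the 5 miRNAs share. The 3-miRNA signature had an AUC of 0.721 (0.478 to 0.965). Its lower bound passed 0.5 with ∆Ct scaled within each phase (0.740), and in the discovery samples it was fitted to (0.819). With each discovery sample predicted from a fit to the others, it was 0.725 (0.490 to 0.960), which includes 0.5.

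Among the 12 miRNAs of the other studies, 3 with p below 0.05 became 1 with RNU48 or RNU44 and 0 with U6 snRNA. Directions reversed for miR-24 with RNU48 (0.41), the mean of the always-detected miRNAs (0.46) and raw Ct (0.19), for miR-92a with U6 snRNA (0.15) and the mean (0.031), for miR-106b with RNU48 (0.40), U6 snRNA (0.99) and the mean (0.37), for miR-21 with U6 snRNA (0.23), for miR-217 with undetected assays at 40 (-8.02), and for miR-708 with RNU44 (-1.56), RNU48 (-0.48), U6 snRNA (-0.078) and the mean (-0.26). Of the 5 cell type lists, 3 with p below 0.05 became 1 with RNU48 and 0 with U6 snRNA. The acinar and islet list reversed with RNU48 (0.58), U6 snRNA (1.20), the mean (0.77) and RNU44 (0.74), and the epithelial list with U6 snRNA (0.13) and with members in at least 14 samples (0.085). Among the single miRNAs, pairs and lists, results no longer past their threshold numbered 17 with U6 snRNA, 6 with RNU48, 3 with RNU44, 3 with the mean, 2 with raw Ct, 1 with undetected assays at 40, 5 with the block and 4 with limma on the 18 samples. Results newly past it numbered 2 with raw Ct and 1 with the deposited values for AUC.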

Differences from the paper's values

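The rank-sum p of 6 miRNAs in S1 Table is more than 1.5 times the exact p. For miR-100 the paper's value is 0.0016 and the exact value 0.000836. For miR-99a and miR-99b the paper's value is 0.0027 and the exact value 0.00161. For miR-126 and miR-342-3p the paper's value is 0.0037 and the exact value 0.00242. For miR-888 the paper's value is 0.0057 and the exact value 0.0033. Of the alternatives set before the data were examined, the mean of the always-detected miRNAs as the reference gave 0.00294 for miR-99a and limma gave 0.0034 for miR-99b, each within 1.5 times the paper's value. Of the 28 fits that each left out 1 sample, which changes the data as well as the test, 22 came within 1.5 times the paper's value for miR-100, 22 for miR-99a, 21 for miR-99b, 20 for miR-126, 19 for miR-342-3p and 9 for miR-888. Of the other references, treatments of late or undetected assays and limma fits set beforehand, none on all 28 samples did so for miR-100, miR-126, miR-342-3p or miR-888. The normal approximation of the rank-sum test, which was chosen after seeing the values, gave 0.00164 for miR-100, 0.00269 for miR-99a and miR-99b, 0.0037 for miR-126 and miR-342-3p and 0.00573 for miR-888.

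The paper counts miR-302a among the miRNAs at a false discovery rate of 10%, where its q was 0.122. limma gave a q of 0.0905. Storey q-values with a fixed lambda of 0.5, an alternative chosen after seeing the values, gave 0.0937 (0.124 when combined with the normal approximation). The q was below 0.10 in the fits without high-risk sample 1 (0.0785), 5 (0.0481) or 6 (0.0737) and without low-risk sample 9 (0.0963). The paper's rank-sum p of miR-302a, 0.0094, equals the exact p of 0.00937. The normal approximation gave a p of 0.0132, so the 0.124 does not rest on the paper's p.

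The paper names RNU44 as the endogenous control with the most stable and abundant expression. The SD of the Ct against the mean of the always-detected miRNAs was 1.25 for RNU44 and 1.21 for RNU48, and that of the raw Ct was 1.85 and 1.62. RNU48 was also earlier than RNU44 in Ct (19.1 against 21.8 in high-risk samples), though 2 samples had no RNU48 Ct.

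The heatmap of Fig. 2A includes miR-147, miR-196b and miR-211 among the most deregulated miRNAs. They had a Ct in 9, 11 and 11 samples, fewer than the 14 the filter asks for, and are not among the 35 of S1 Table.

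For the signature, the paper's AUC of 0.74 was reached with the median of the triplicate wells (0.740) and with ∆Ct scaled within each phase (0.740), against 0.721 with the mean of the wells.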

Other observations

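Of the tests in this part, those on less amplifiable RNA and on the order of the samples were chosen after the result was seen. The references were set before the data were examined, but their use as a test here was chosen after the result was seen. The contrasts with the epithelial list use list members detected in at least 14 samples, a choice also added later. The sets without the deregulated miRNAs depend on the result itself.

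The 28 samples were split at random into groups of 9 and 19, and the tests were repeated. Of 100 splits, the real one included, 6 gave at least 35 miRNAs with p below 0.05. The median of the other splits was 6 and the highest 56. At a false discovery rate of 10%, 5 of the 100 splits gave at least 12 miRNAs. Neither count is thus rarer than 5 in 100 under random grouping.

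Most deregulated miRNAs were lower in high-risk IPMNs. Late signals at the level of the plant control do not account for this as a whole, since 24 of the 35 had a median Ct earlier than the earliest plant Ct. For the other 11 the level of the plant control stays a limit. The choice of the reference stays open. The share that was lower was 96.9% with RNU44 and 86.7% with RNU48, but 33.3% with U6 snRNA, whose own spread was the largest of the controls. Less amplifiable RNA in the high-risk samples may also contribute. The mean raw Ct of the always-detected miRNAs was 25.2 ± 1.43 (SD, n = 19) in high-risk and 24.6 ± 1.18 (SD, n = 9) in low-risk samples (exact rank-sum p = 0.468), a difference too uncertain to settle it. The amount of miRNA and the reference cannot be told apart here, since the controls do not move alike. A biological difference between the groups stays among the open explanations, untested.

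Both divisions of the high-risk samples below were chosen after seeing the data. High-risk samples 10 to 19, of which 8 follow the last low-risk sample in the deposited order, had a mean level of the always-detected miRNAs of 13.3 ± 0.890 (SD, n = 10), against 14.8 ± 1.24 (SD, n = 9) in high-risk samples 1 to 9 (exact rank-sum p = 0.0101). Between these sets of high-risk samples 74 miRNAs had an exact p below 0.05, 73 of them lower in the later samples. Low-risk samples against high-risk samples 1 to 9 gave 3 miRNAs, all lower, with a median difference of all miRNAs of -0.10. Against high-risk samples 10 to 19 they gave 80, all lower, with a median difference of -1.56. The mean level did not differ detectably between low-risk samples and high-risk samples 1 to 9 (exact p = 0.863), and it did between low-risk samples and high-risk samples 10 to 19 (exact p = 0.00762). This division follows the sample numbers, and high-risk samples 10 and 11 stand before the last low-risk sample. Divided by position instead, the 11 high-risk samples before it had a mean level of 14.3 ± 1.56 (SD, n = 11) and the 8 after it 13.6 ± 0.691 (SD, n = 8), which did not differ detectably (exact p = 0.272). Against the low-risk samples, the 11 gave 9 miRNAs with a median difference of -0.36 (mean level, exact p = 0.412), and the 8 gave 56 with a median difference of -1.30 (mean level, exact p = 0.0274). The result thus depends on where the samples are divided. A difference between earlier and later samples may contribute to the many lower miRNAs, and stays open. The labels do not say what the order stands for. No low-risk sample is among the last 8, so a technical difference of the later samples and a biological difference among the high-risk IPMNs, which was not tested, cannot be told apart. The medians of all 6 candidates were lower than in the low-risk samples in each set of either division. Divided by number, 1 of the 6, miR-126 (exact p = 0.00564), had p below 0.05 in samples 1 to 9 and 6 did in samples 10 to 19.

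For the 6 candidates, the choice of the reference does not explain the whole difference. With the mean of the always-detected miRNAs as the reference, which brought the median difference of all miRNAs to -0.02, 5 of the 6 kept p below 0.05, and miR-342-3p did not (exact p = 0.308). With U6 snRNA 0 of the 6 had p below 0.05, although all 6 medians were lower.

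The samples were captured epithelium, and a smaller carry-over of other cells into the high-risk captures is a candidate explanation for the lower candidates. The stromal list differed by -2.56 (exact p = 0.00161, 3 members used, of which all 3 are among the 35 deregulated miRNAs), the endothelial list, which is miR-126 alone, by -1.63 (exact p = 0.00242), and the blood cell list by -1.28 (exact p = 0.0101). The epithelial list differed by -1.78 (exact p = 0.172) and the acinar and islet list by -0.49 (exact p = 0.809). Adjusted over the 5 lists by Benjamini-Hochberg, the values were 0.00604 for the stromal and endothelial lists, 0.0168 for the blood cell list, 0.215 for the epithelial list and 0.809 for the acinar and islet list. Of the 10 stromal members, 7 are in S1 Table and 9 were detectable, and of the 7 blood cell members 3 are in S1 Table and all 7 were detectable. None of the epithelial or the acinar and islet members is in S1 Table. Set against the epithelial list, the stromal list with all members differed by -1.66 (exact p = 0.0248) and the blood cell list by -0.73 (exact p = 0.439). The stromal list holds 2 of the candidates themselves and the blood cell list 1, so neither value is independent of the pattern. Without the deregulated miRNAs the differences were -1.29 (exact p = 0.142) for the 2 stromal members left and -0.50 (exact p = 0.562) for the blood cell list. Leaving out members by their own p makes a weaker remainder certain, so these values decide nothing. Fewer stromal or blood cells and a change within the epithelium cannot be told apart with these lists.

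miR-618 had the earliest median Ct of all detectable assays, 12.8 in 23 samples, with a range from 10.3 to 15.5. It did not differ between the groups (median difference -0.86, exact p = 0.357).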
